# QstR-dependent regulation of natural competence and type VI secretion in *Vibrio cholerae*

**DOI:** 10.1093/nar/gky717

**Published:** 2018-08-08

**Authors:** Milena Jaskólska, Sandrine Stutzmann, Candice Stoudmann, Melanie Blokesch

## Abstract

During growth on chitinous surfaces in its natural aquatic environment *Vibrio cholerae* develops natural competence for transformation and kills neighboring non-immune bacteria using a type VI secretion system (T6SS). Activation of these two phenotypes requires the chitin-induced regulator TfoX, but also integrates signals from quorum sensing via the intermediate regulator QstR, which belongs to the LuxR-type family of regulators. Here, we define the QstR regulon using RNA sequencing. Moreover, by mapping QstR binding sites using chromatin immunoprecipitation coupled with deep sequencing we demonstrate that QstR is a transcription factor that binds upstream of the up- and down-regulated genes. Like other LuxR-type family transcriptional regulators we show that QstR function is dependent on dimerization. However, in contrast to the well-studied LuxR-type biofilm regulator VpsT of *V. cholerae*, which requires the second messenger c-di-GMP, we show that QstR dimerization and function is c-di-GMP independent. Surprisingly, although ComEA, which is a periplasmic DNA-binding protein essential for transformation, is produced in a QstR-dependent manner, QstR-binding was not detected upstream of *comEA* suggesting the existence of a further regulatory pathway. Overall, these results provide detailed insights into the function of a key regulator of natural competence and type VI secretion in *V. cholerae*.

## INTRODUCTION

*Vibrio cholerae*, the human pathogen responsible for the diarrheal disease cholera, is commonly found in aquatic environments, often in association with the chitinous exoskeletons of zooplankton and shellfish (1). Chitin not only provides a colonization surface and a source of nutrients, but also significantly influences the gene expression profile of *V. cholerae* (2) including induction of the physiological state of natural competence for transformation (3). Natural competence for transformation, the ability of a bacterium to actively take up DNA from the environment and maintain it in a heritable state resulting in transformation, is widespread throughout the bacterial tree of life with ∼ 80 species experimentally shown to be transformable. Moreover, competence development is often tightly regulated in response to specific environmental signals (4,5).

The regulatory network controlling competence development in *V. cholerae* is complex (recently reviewed in (6)) and is centered around the chitin-induced regulator TfoX, which in turn activates the expression of the genes encoding the DNA uptake machinery (3). In addition to chitin, competence development also requires other signals such as the unavailability of certain carbon sources (via cAMP receptor protein - CRP; (7)) or the regulatory protein CytR (8) and high cell density (via the regulator HapR; (9–11)).

High cell density, measured through the local concentration of secreted autoinducers (*Vibrio* species specific cholera autoinducer 1 [CAI-1] and autoinducer 2 [AI-2]), leads to the accumulation of the master regulator of quorum sensing (QS) HapR (12). HapR was shown to be crucial for full expression of *comEA* and *comEC* (3,9–11), which encode, respectively, a periplasmic DNA-binding protein required for DNA-uptake and the predicted inner membrane channel responsible for translocation of the incoming DNA into the cytoplasm (13–15). Additionally, HapR represses *dns*, which encodes an extracellular DNase that degrades transforming material (11,16).

We previously showed that HapR regulates *comEA* and *comEC* indirectly via an intermediate regulator, which we termed QstR (QS and TfoX-dependent Regulator) (17). QstR is necessary for transformation and both TfoX and HapR regulate its production, thus, integrating both chitin and QS regulatory pathways. Furthermore, we showed that HapR directly binds to the *dns* promoter to repress it, but that further repression is achieved through QstR (17). However, the mechanism by which QstR regulates these genes is unknown.

Recently, our group demonstrated that in addition to competence induction, growth on chitin leads to TfoX-dependent activation of the type VI secretion system (T6SS) (18). Co-regulation of competence with the T6SS, which forms a molecular killing device (19,20), allows the killing of neighboring non-immune cells followed by uptake of their DNA, and thus, promotes horizontal gene transfer on chitin surfaces. Notably, the TfoX mediated expression of T6SS genes is QS and QstR-dependent, as demonstrated by expression profiling, T6SS activity testing, and imaging on chitinous surfaces (18).

QstR is predicted to possess a LuxR-type C-terminal DNA-binding helix-turn-helix (HTH) domain (17). Proteins belonging to the LuxR-type superfamily are response regulators that often dimerize and bind DNA in response to phosphorylation (e.g. NarL of *Escherichia coli* and FixJ of *Sinorhizobium meliloti* (21,22)), autoinducers (e.g. LuxR of *Vibrio fischeri* and TraR of *Agrobacterium tumefaciens* (23,24)) or ligand binding (maltotriose and ATP for MalT of *E. coli* and c-di-GMP for VpsT of *V. cholerae* (25,26)). The C-terminal domain of QstR shares significant homology with the LuxR-type regulator VpsT, which can directly sense the secondary messenger c-di-GMP and controls biofilm matrix production in *V. cholerae*. The binding of c-di-GMP to VpsT elicits a conformational change that leads to dimer formation, which is required for DNA-binding and transcriptional activation of the target genes (26). The conserved c-di-GMP binding motif W[F/L/M][T/S]R of VpsT is present in QstR, however, with proline in the third position, raising the question of how this substitution might impact the activity of QstR.

Here, we define the QstR regulon and identify additional QstR-regulated genes. We go on to assess the contribution of these genes to natural transformation and T6SS-mediated killing, as well as the interplay between TfoX and QstR in their regulation. Additionally, we demonstrate that QstR binds to DNA directly upstream of the regulated genes and, similarly to VpsT, that dimerization is required for DNA-binding. In contrast to VpsT, however, elevated intracellular c-di-GMP concentrations are not required for QstR activity. Furthermore, we provide evidence that QstR-dependent activation of *comEA* expression might be achieved via an as yet unidentified intermediate regulator.

## MATERIALS AND METHODS

### Bacterial strains, plasmids and growth conditions

Bacterial strains and plasmids used in this study are listed in Supplementary Table S1. *E coli* strains DH5α, TOP10, XL10-Gold were used for cloning and derivatives of strains S17-1λpir and MFD*pir* served as donors in mating experiments with *V. cholerae*. Bacteria were cultured in LB medium or on LB Agar (Luria/Miller; Carl Roth) at 30°C or 37°C as required. Where appropriate the following antibiotics were used for selection: ampicillin (Amp, 50 or 100 μg/ml), kanamycin (Kan, 75 μg/ml for *V. cholerae*; 50 μg/ml for *E. coli*), chloramphenicol (Cm, 2.5 μg/ml), gentamicin (Gent, 50 μg/ml), streptomycin (Str, 100 μg/ml) and rifampicin (Rif, 100 μg/ml). Thiosulfate citrate bile salts sucrose agar (TCBS; Sigma-Aldrich) supplemented with appropriate antibiotics was used for selection of *V. cholerae* following mating with *E. coli*. For strain construction or to assess natural transformability on chitin bacteria were grown on chitin flakes in 0.5× defined artificial sea water (DASW) supplemented with 50 mM HEPES and vitamins (MEM, Gibco) as previously described (3,27). Where indicated the growth medium was supplemented with 0.02% or 0.2% arabinose to induce expression from the P_BAD_ promoter. To visualize β-galactosidase (LacZ) activity plates were supplemented with 5-bromo-4-chloro-3-indolyl-β-d-galactopyranoside (X-gal; AppliChem) at a final concentration of 40 μg/ml. To induce expression from the bacterial two-hybrid plasmids 0.5 mM Isopropyl β-d-1-thiogalactopyranoside (IPTG; AppliChem) was used. The counter-selection following biparental mating with *E. coli* carrying pGP704-Sac28 derivatives was done on NaCl-free LB plates supplemented with 10% sucrose.

### Strain construction

DNA manipulations and molecular cloning were performed according to standard procedures (28). Genetic engineering of *V. cholerae* was carried out by the previously described TransFLP method (27,29) or using derivatives of counter-selectable plasmid pGP704-Sac28 delivered by biparental mating from *E. coli* (2). To insert the i*tfoX* fragment (*araC* plus *tfoX* under the control of P_BAD_ promoter) in the *lacZ* gene a pheS*-based counter selection was used ((30), van der Henst *et al*., bioRxiv: https://doi.org/10.1101/235598). All constructs were verified by colony PCR and sequencing (Microsynth, Switzerland). The mini-Tn7 transposon carrying *araC* and either *tfoX, qstR, qstR*[L137A], *vdcA* or *cdpA* under control of P_BAD_ promoter was delivered by triparental mating as described previously (31) and the insertion in the *V. cholerae* chromosome was confirmed by PCR.

### Sequence alignment

QstR (VC0396, NP_230050) and VpsT (VCA0952, NP_233336) protein sequence alignment was generated with Clustal Omega (32) and edited with ESPript 3.0 (33).

### Transformation assay

Transformability of *V. cholerae* strains was assessed either on chitin as previously described (27,29) or in chitin-independent transformation assays with expression of an arabinose-inducible chromosomal copy of *tfoX* either from Tn*tfoX* (11) or i*tfoX*. All strains were grown to a similar OD_600_ of ∼1–1.5. Genomic DNA of a strain carrying a kanamycin resistance cassette in the *lacZ* gene added to a final concentration of 2 μg/ml was used as transforming material. Transformation frequencies were calculated as the ratio of kanamycin resistant transformants to the total number of bacteria.

### Interbacterial killing assay

The interbacterial killing assay was performed according to the previously published protocol (18). Briefly, *V. cholerae* strains were grown to OD_600_ ∼ 1.5 in the culture medium without or with 0.2% arabinose to induce *tfoX* and/or *qstR* from the transposon and were mixed with *E. coli* TOP10 strain in 10:1 ratio (*V. cholerae* to *E. coli*). 5 μl of the mixture was spotted on sterile PES membrane filters placed on pre-warmed LB plates (±0.2% arabinose) and incubated for 4 h at 37°C. The bacteria were subsequently washed from the filters and serial dilutions were spotted on LB plates supplemented with streptomycin to select for surviving prey cells (e.g. streptomycin-resistant *E. coli*).

### Western blotting

The cultures for Western blotting were grown in the indicated medium (±inducer), harvested, and resuspended in an appropriate volume of 2× Laemmli buffer (Sigma-Aldrich) according to the optical density at 600nm of the initial culture (OD_600_) followed by 15 min incubation at 95°C. The proteins were resolved by SDS-PAGE (15%) and transferred to a PVDF membrane (Merck Millipore) using a wet- or semi-dry transfer apparatus. After incubation with the blocking buffer (2.5% skimmed milk in 1× Tris-buffered saline with 0.1% Tween-20), one of the following primary antibodies was added: anti-QstR (raised in rabbits against synthetic peptides; Eurogentec #1412414) at 1:2500 dilution; anti-ComEA (raised in rabbits against synthetic peptides; Eurogentec #GP1248; (34)), anti-Hcp (against synthetic peptide, Eurogentec #1510528; (35)), anti-HapR (against synthetic peptide, Biomatik #A000542; (11)), all at 1:5000 dilution; anti-RNAP-beta (Neoclone #WP001; raised in mouse) at dilution 1:2000. The secondary antibodies used were anti-rabbit IgG HRP (Sigma-Aldrich #A9169) and anti-mouse IgG HRP (Sigma-Aldrich #A5278), both at 1:10000 dilutions. The proteins were visualized by chemiluminescence using Lumi-Light^PLUS^ Western Blotting Substrate (Roche).

### β-galactosidase assay

Overnight culture of each strain was spotted on LB plates containing 100 μg/ml ampicillin, 50 μg/ml kanamycin, 0.5 mM IPTG and 40 μg/ml X-gal. After 24 h incubation at 30°C the cells were collected, resuspended in sterile phosphate buffered saline (PBS) and the suspensions were diluted 10-fold. 500 μl of cell suspension was used in the assay and diluted if necessary. β-galactosidase activity was then measured using the previously established protocol (36).

### Protein purification

N-terminally tagged (Strep-tagII) wild-type QstR and QstR[L137A] were produced from pBAD-*qstR*-N-strep and pBAD-*qstR*-N-strep[L137A] plasmids, respectively, in *E. coli* strain BL21 (DE3) (Agilent). The strains were grown in LB medium with shaking at 30°C to OD_600_ ∼0.8, then arabinose at a final concentration of 0.2% was added and the cultures were further incubated at 16°C overnight. The harvested cell pellets were resuspended in lysis buffer (50 mM sodium phosphate pH 8.0, 125 mM NaCl, 1% Triton) supplemented with cOmplete Mini EDTA-free protease inhibitor cocktail and DNaseI at a final concentration of 20 μg/ml (both Roche). The cells were lysed by repeated passing through a French press cell and the lysates were cleared by centrifugation at 17000 rpm for 30 min at 4°C. The cleared lysates were applied to columns packed with Strep-Tactin^®^ Sepharose (IBA, Germany) equilibrated with Buffer W (100 mM Tris–HCl pH 8.0, 150 mM NaCl, 1 mM EDTA) and allowed to pass through by gravity flow. The columns were washed 5 times with two column volumes of the washing buffer (Buffer W with 500 mM NaCl). The strep-tagged proteins were eluted in six fractions with buffer containing 100 mM Tris-HCl pH 8.0, 300 mM NaCl, 1 mM EDTA and 2.5 mM d-desthiobiotin. The fractions with highest amounts of proteins, as estimated by Coomassie Brilliant Blue staining after SDS PAGE (15%) separation were pooled and concentrated using Amicon Ultra 10K centrifugal filter units (Merck Millipore). The protein concentration was determined using Bradford Reagent (Sigma-Aldrich).

### Analytical size exclusion chromatography (SEC)

Purified wild-type QstR or QstR[L137A] proteins were applied to Superdex 200 10/300 GL (GE Healthcare) gel filtration column. Samples were run in buffer containing 100 mM Tris–HCl pH 8.0, 300 mM NaCl and 1 mM EDTA at the flow rate 0.5 ml/min. The standard curve was obtained by applying a set of known protein standards (conalbumin 75000 Da, ovalbumin 43000 Da, carbonic anhydrase 29000 Da, ribonuclease A 13700 Da) to the column and plotting partition coefficients (*K*_av_, calculated according to manufacturer's instructions) against log_10_ of their molecular weight. The molecular weight of QstR and QstR[L137A] was estimated by comparing their partition coefficients to the standard curve.

### Quantitative reverse transcription PCR (qRT-PCR)

Bacterial growth, RNA purification, cDNA synthesis and quantitative PCR were performed as previously described (11). LightCycler Nano or LightCycler 96 systems (Roche) were used for qPCR runs. The data were analyzed with the LightCycler Nano or LightCycler 96 software packages (Roche) using the standard curve method. Expression values in the graphs are presented as relative to the mRNA levels of the reference gene *gyrA*.

### RNA sequencing (RNA-seq)

Bacterial growth and RNA purification (three replicates per sample) were done as previously described (18). Further processing of the samples and data analysis was conducted by Microsynth (Balgach, Switzerland) using Illumina RNA Sequencing for Differential Gene Expression Analysis pipeline as described in (18).

### Chromatin immunoprecipitation (ChIP)

ChIP was performed as described in (37) with modifications. 10 ml (for ChIP-qPCR) or 100 ml (for ChIP-seq) cultures were grown in LB medium supplemented with 0.02% arabinose unless stated otherwise. The cells were transferred to Falcon tubes and cross-linked with formaldehyde added to the final concentration of 1% for 10 min at room temperature followed by 30 min incubation on ice. After two washes with sterile PBS the pellets were resuspended in TES buffer (10 mM Tris–HCl pH 7.5, 100 mM NaCl, 1 mM EDTA) and bacteria lysed with Ready-Lyse Lysozyme Solution (Epicentre) in presence of protease inhibitors (Roche). The lysates were then sonicated to shear DNA (3 × 10 cycles; 30 s on, 30 s off per cycle; Diagenode) and centrifuged at max speed to remove cell debris. The supernatants were adjusted to 1 ml with ChIP buffer (16.7 mM Tris–HCl pH 8.1, 167 mM NaCl, 1.2 mM EDTA, 1.1% Triton X-100, 0.01% SDS). For ChIP-qPCR ∼4 mg of total protein was used per sample, for ChIP-seq the obtained lysate was split in two and filled up to 1 ml with ChIP buffer. The diluted lysates were pre-cleared with Protein A Dynabeads (Life Technologies) before being incubated overnight with the anti-QstR antibody. The immuno-complexes were captured by incubation with Protein A Dynabeads, washed and eluted as described (37). The cross-link was reversed by incubation at 65°C overnight and the DNA was isolated using phenol:chloroform:isoamyl alcohol (25:24:1). For ChIP-qPCR 10% of each sample was removed after the pre-clearing step and the extracted DNA served as input. 1 μl of ChIP samples and diluted input samples served as templates for qPCR performed with primers annealing upstream of the QstR-regulated genes and upstream of *gyrA* as control. Input % was calculated as follows: Input % = 100/2^ΔCq[normalized ChIP]^ where ΔCq[normalized ChIP] = Cq[ChIP] – (Cq[input] – log_2_[input dilution factor]). To calculate fold enrichment, the ‘Input %’ for the target gene was divided by ‘Input %’ for *gyrA* in the same sample.

For the ChIP-seq samples (two replicates per sample), the library preparation, sequencing (Illumina NextSeq 500, mid-output, v2, 2 × 75 bp), and data analysis was carried out by Microsynth (Balgach, Switzerland). The reads were mapped to the reference sequence of *V. cholerae* O1 El Tor strain N16961 (accession numbers NC_002505 and NC_002506 for both chromosomes) using the software bowtie2, version 2.2.6 (38). Peak calling, annotation, and motif search was done with the software suite HOMER, version 4.6 (39). The peak images were prepared using IGV software (40).

### Transposon mutagenesis screen

For generation of transposon mutants libraries, strain A1552Δ*lacZ* -*comEA-lacZ*::FRT- Tn*tfoX* was mated with *E. coli* strain MFD*pir* carrying pSC189 plasmid that contains the *mariner*-based transposon (41). The strains were co-cultured on LB agar plates containing diaminopimelic acid (DAP 0.3 mM, required for growth of MFD*pir* strain (42)). After 6 h at 37°C, the cells were collected, resuspended in sterile PBS, and plated on LB plates containing kanamycin and X-gal. Two screens were performed, one with ∼20000 colonies and one with ∼60000 colonies inspected. To identify the site of transposon insertions in the purified clones two-step arbitrary PCR adapted from (43) with GoTaq polymerase (Promega) was performed. In round 1, primers ARB6/ARB7 (43) and MarTransp-Kan-1 (5′ CTT CCT CGT GCT TTA CGG TAT CGC) specific to the kanamycin resistance cassette in pSC189 were used (95°C 10 min; 6 × 95°C 15 s, 30°C 30 s, 72°C 1 min 15 s; 30 × 95°C 15 s, 52°C 30 s, 72°C 1 min 15 s; 72°C 5 min). For round 2, primers ARB2 (43) and MarTransp-Kan-2 (5′ TTC TGA GCG GGA CTC TGG GGT ACG) were used (95°C 2 min; 32 × 95°C 15 s, 52°C 30 s, 72°C 1 min 15 s; 72°C 5 min) with purified PCR product from round 1 as template. Purified PCR products from round 2 were sequenced with MarTransp-Kan-2 primer (Microsynth, Switzerland) and aligned to the genomic DNA sequence.

### DNA affinity pull-down assay

30 ml cultures of strain A1552-Tn*tfoX* and A1552Δ*qstR*-Tn*tfoX* were grown in the presence of 0.2% arabinose and harvested at OD_600_ ∼2. The lysis, probe binding, incubation with the lysate and elution were performed as described in (44). The biotinylated probes contained the fragment upstream of *comEA* (–341 and +74 relative to the start codon), *qstR* (–337 and +78 relative to the start codon) and *gyrA* (–360 and +75 relative to start codon). The fractions eluted at 500 mM NaCl were loaded on 15% SDS polyacrylamide gel and subjected to short migration (until the dye reached ∼ 2 cm from the well). The lanes were excised and proteins identified by liquid chromatography-tandem mass spectrometry (LC–MS/MS, EPFL Proteomics Core Facility).

## RESULTS

### Mutation in the putative dimerization interface abolishes the functionality of QstR

The C-terminal domain of QstR shares homology (35% amino acids identity and 61% similarity) with the well-studied biofilm regulator VpsT (Figure 1A). VpsT undergoes c-di-GMP dependent dimerization, which is required for DNA binding and transcriptional activation of the target genes (26). QstR contains a variant of the conserved c-di-GMP binding motif found in VpsT, with a proline instead of a threonine in the third position (WLPR instead of WLTR). Given the properties of proline this substitution is likely to affect the ability of QstR to bind c-di-GMP. Therefore, to investigate how QstR regulates the known subset of competence and T6SS genes, we introduced mutations corresponding to areas that encode VpsT’s c-di-GMP binding motif and c-di-GMP dependent dimerization interface into the native *qstR* gene (Figure 1A). We then assessed the transformability of the strains producing these QstR variants in a chitin-independent transformation assay (using an integrated transposon harboring an arabinose-inducible copy of *tfoX* (Tn*tfoX*) to induce competence, as previously established (11)).

**Figure 1.**
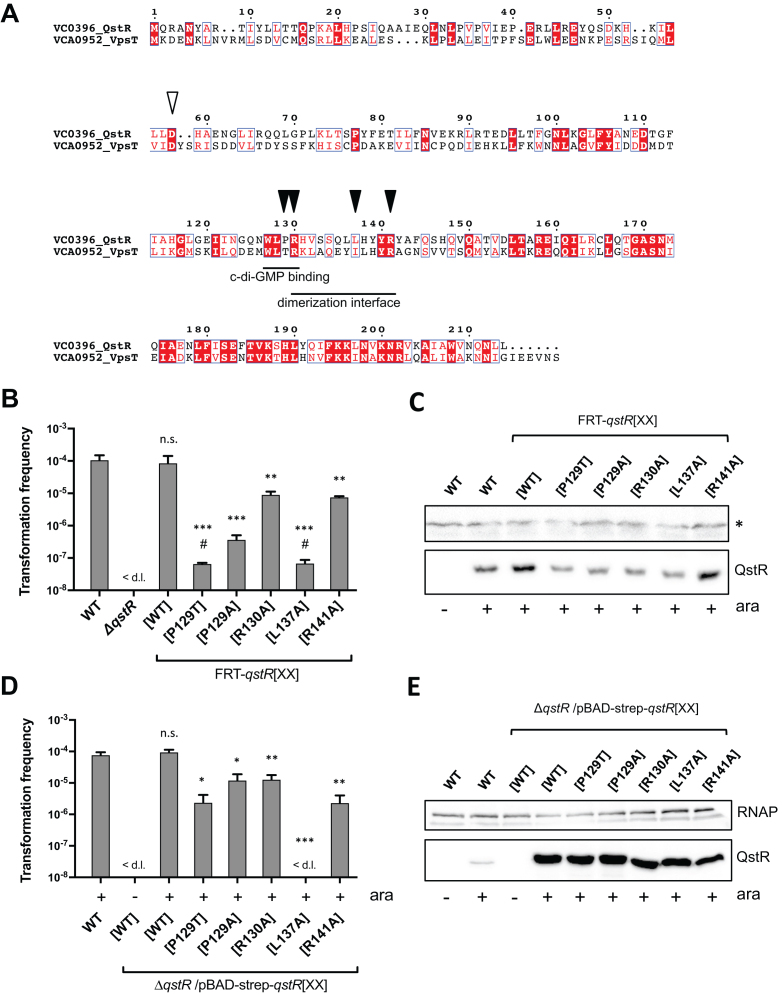
Functionality of QstR variants. (**A**) Alignment of the protein sequence of QstR and VpsT. The c-di-GMP motif and the dimerization interface of VpsT are highlighted and the residues replaced in QstR to create mutants are marked with closed arrows. The putative phosphorylation site is marked with an open arrow. (**B** and **D**) Transformation frequencies of strains encoding wild-type QstR and five QstR variants carried either at *qstR*’s native chromosomal locus (B) or on a plasmid to test complementation of a *qstR* deletion strain (D). All strains carry an inducible copy of *tfoX* (Tn*tfoX*) and were grown with 0.02% arabinose to induce *tfoX* and therefore competence. In (D) arabinose also induced the expression of *qstR* variants from the plasmid where indicated. Strains marked as FRT-*qstR*[XX] contain a FRT scar upstream of the *qstR* gene (see main text). The values shown are averages of three independent experiments with error bars representing the standard deviation (SD). < d.l., below detection limit; #, transformation frequency below the detection limit in one ([P129T]) or two ([L137A]) experiments. When the transformation frequency was below the detection limit, the limit of detection was used to calculate the average. Significant differences between WT and the strains producing QstR variants were determined by Student's t-test (*P< 0.05, **P< 0.01, ***P< 0.001; n.s., not significant). For transformation below the detection limit the latter was used for statistical analyses. (**C** and **E**) QstR levels produced by strains used in (B) and (D) were assessed by Western blotting with anti-QstR antibody. (–) and (+) indicates absence or presence of 0.02% arabinose (ara) in the culture medium. A non-specific cross-reaction band (* in C) and the anti-RNAP band (E) served as loading controls.

Since the genetic engineering method (TransFLP) used to introduce mutations leaves an FRT scar upstream of the *qstR* promoter, a strain with an FRT scar upstream of wild-type *qstR* (hereafter referred to as FRT-*qstR*) was included in our analysis as control. This strain was previously shown to exhibit wild-type levels of competence induction and transformation (34). As shown in Figure 1B restoring the c-di-GMP binding motif of VpsT (FRT-*qstR*[P129T]) significantly affected the ability of QstR to support transformation, with frequencies below or at the limit of detection. Changing proline to alanine also resulted in significantly reduced transformation frequencies (∼100-fold). The arginine in the c-di-GMP binding motif WLTR, which is conserved among the VpsT homologs, was also shown to be essential for VpsT function with a R134A mutant unable to complement a *vpsT* deletion (26). However, replacing the corresponding residue of QstR (i.e. R130A) had only a modest effect, with a 10-fold reduction in transformation. This result demonstrates that this residue is not critical for QstR function. Moreover, since R134 of VpsT is responsible for the interaction with c-di-GMP, it suggests that QstR might not interact with c-di-GMP or, at least, not in a manner similar to VpsT.

A VpsT variant with the hydrophobic residue in the c-di-GMP dependent dimerization interface replaced by a polar amino acid (I141E, corresponding to L137 in QstR; Figure 1A) is not functional, due to an inability to form c-di-GMP stabilized dimers (26). Replacing the analogous residue in QstR (FRT-*qstR*[L137A]) resulted in the detection of only rare transformation events (Figure 1B), suggesting that QstR, like VpsT, might require oligomerization in order to activate the target genes. In contrast, changing the conserved arginine at the edge of the dimerization interface (26) resulting in QstR[R141A] had only a minor effect on transformation (Figure 1B).

Since Western blotting indicated that most of the QstR variants were produced at reduced levels (Figure 1C) we repeated the transformation experiments in a *qstR* deletion background, with each QstR variant overproduced from a plasmid. Even though the protein levels of the QstR variants were now considerably higher than that of the chromosomally encoded QstR, the transformation results were similar for the [R130A] and [R141A] variants, and although the transformation frequencies for the variants with proline substitutions were markedly increased, they remained significantly lower than for WT QstR (Figure 1D and E). Importantly, even when overproduced, the QstR[L137A] variant was unable to complement the *qstR* deletion (Figure 1D) highlighting the importance of this residue for QstR function.

The activity of many members of the LuxR-type family of regulators is affected by their phosphorylation state (45). Thus, we introduced substitutions into the putative phosphorylation site of QstR (Figure 1A), which is shared with VpsT and other VpsT homologs in *Vibrio* species (26), designed to either abolish phosphorylation (D58A) or mimic a constitutively active state (D58E). Similar to VpsT (26), these variants did not affect QstR activity as assessed by transformation (Supplementary Figure S1), suggesting that phosphorylation does not regulate QstR activity. Overall, the analysis of QstR mutants indicates a critical role of L137 residue for QstR function and suggests that dimerization might be required for its activity.

### Dimer formation of QstR is required for its functionality

To further examine whether QstR is capable of oligomerization we employed a bacterial two-hybrid system, based on reconstitution of the catalytic domain of adenylate cyclase (46). Thus, to investigate QstR self-interaction we fused QstR to either the N- or C-terminus of the T18 and T25 adenylate cyclase domains and transformed *E. coli* strain BTH101 with all possible plasmid combinations. Indeed, we observed an interaction between QstR in all combinations, as evidenced by blue color development (Supplementary Figure S2A). Next, we inspected the interactions between the QstR variants described above (Figure 1B). We observed a self-interaction for QstR[R130A] and [R141A], although it was reduced as compared to wild-type QstR. In contrast, no interaction was detected for the [P129T], [P129A] and [L137A] variants (Figure 2A), consistent with the functional analysis of these mutants (Figure 1B). We also analyzed the ability of wild-type QstR to interact with the mutant variants and detected an interaction with QstR[P129T] and [P129A] but not QstR[L137A] (Supplementary Figure S2B), indicating that a substitution in this position abolishes any QstR-QstR interaction.

**Figure 2.**
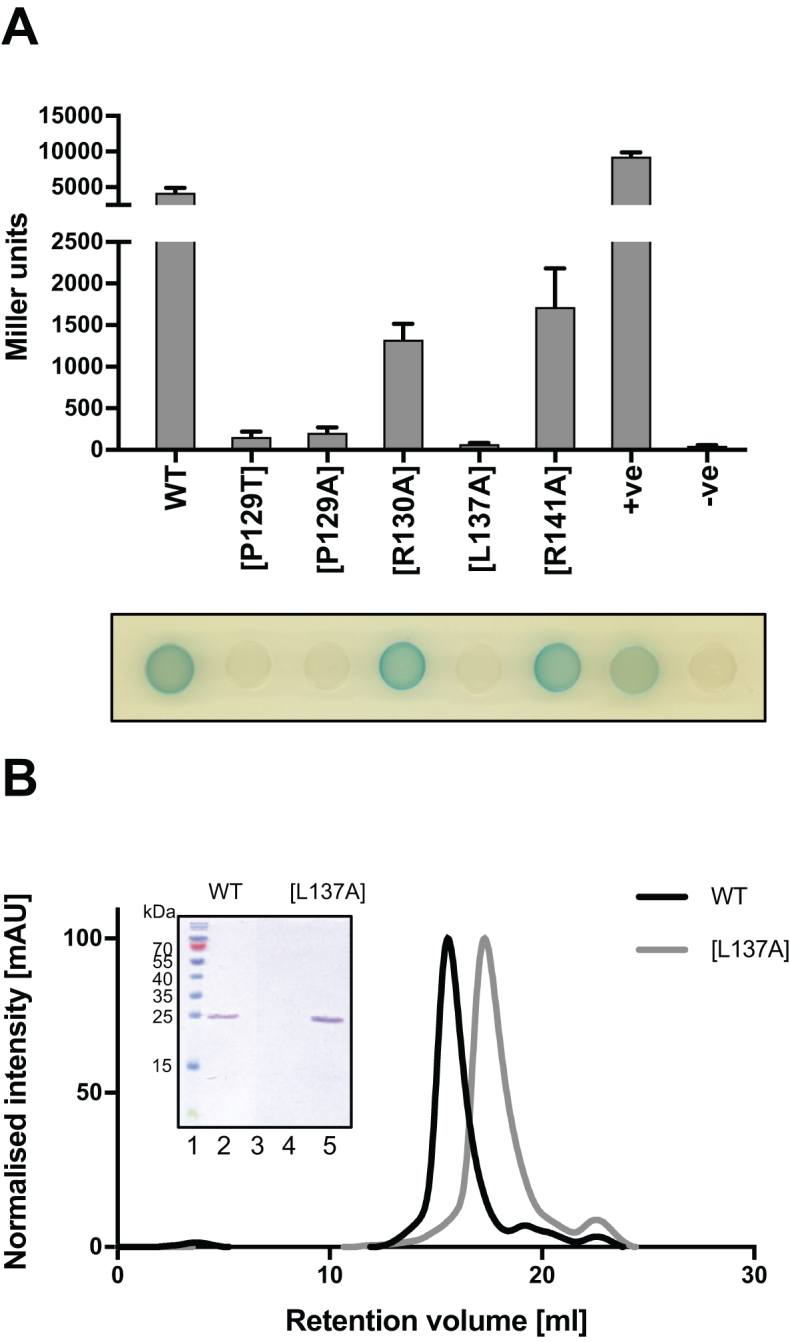
QstR forms dimers. (**A**) Bacterial two-hybrid system (BACTH) to investigate the interaction of wild-type (WT) QstR and between QstR mutants. WT and variants of QstR were fused to the T18 and T25 fragments of adenylate cyclase and the interactions were examined in the *E. coli* BTH101 strain. The overnight cultures of the strains carrying the *qstR* fusions on the BACTH plasmids were spotted on two-hybrid LB plates and scanned after 24 h incubation at 30°C. To measure β-galactosidase activity the cells were scraped from the plate and resuspended in PBS. The strains carrying pKT25-zip/pUT18C-zip and pUT18/pKNT25qstR served as positive (+ve) and negative (–ve) controls, respectively. The values are averages of three independent experiments with error bars representing the SD. (**B**) Size exclusion chromatography of QstR and the QstR[L137A] variant. Affinity purified strep-tagged QstR and QstR[L137A] were applied to a Superdex 200 10/300 GL gel filtration column. The inset shows the SDS-PAGE analysis of the concentrated peak fractions: lane 1, pre-stained protein ladder; lane 2, concentrated peak fractions of WT QstR (eluted at ∼15 ml); lane 3, concentrated fraction of the WT QstR eluted at ∼22 ml; lane 4, empty; lane 5, concentrated fraction of the QstR[L137A] variant (eluted at ∼17 ml).

Next, we purified a strep-tagged version of QstR, shown to be fully functional (Figure 1D), and the QstR[L137A] variant to perform analytical size exclusion chromatography (SEC). As shown in Figure 2B, we observed a shift in the protein peak elution volume between wild-type QstR and QstR[L137A]. This was not due to QstR[L137A] degradation, as evidenced by SDS-PAGE separation and Coomassie Brilliant Blue staining of the concentrated elution fractions (Figure 2B inset). The calculated size of QstR was approximately double that of QstR[L137A] (Supplementary Figure S3), consistent with wild-type QstR behaving as a dimer and QstR[L137A] as a monomer. Collectively, these data suggest that QstR forms dimers via the dimerization interface, with a crucial role for residue L137 in this interaction. Furthermore, given the inability of QstR[L137A] to support transformation, dimerization seems to be essential for QstR function.

### QstR is functional under low c-di-GMP concentration

The ability of the QstR[R130A] variant to support transformation and the observation that restoring the canonical c-di-GMP binding motif significantly impaired QstR function, hinted that QstR might not interact with c-di-GMP in the same manner as VpsT. Therefore, we decided to directly examine the effect of intracellular c-di-GMP on QstR’s function in a transformation assay. In order to modulate the intracellular levels of c-di-GMP we induced either *vdcA* (encoding a diguanylate cyclase that synthesizes c-di-GMP) or *cdpA* (encoding a phosphodiesterase that degrades c-di-GMP). Both enzymes have previously been used to successfully increase/decrease intracellular c-di-GMP levels (35,47). In the chitin-independent transformation assay we observed a small reduction in the transformation frequency (∼2–3-fold) when c-di-GMP concentration was reduced, for both WT and the FRT-*qstR* control strain (Figure 3A). A similar effect was also observed on chitin (Figure 3B). Nevertheless, this minor reduction of natural transformability was not statistically significant for all strains in which the c-di-GMP level was lowered. Indeed, these strains were still highly transformable under the tested conditions.

**Figure 3.**
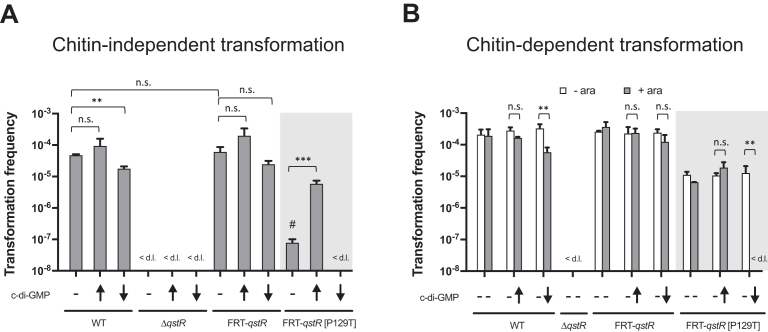
QstR is functional under low intracellular c-di-GMP concentrations while QstR[P129T] is c-di-GMP dependent. Transformation frequencies of strains carrying a chromosomal, arabinose-inducible copy of either *vdcA* or *cdpA* on the transposon to increase (↑) or decrease (↓) intracellular c-di-GMP levels, respectively, compared to isogenic strains without the transposon. (**A**) Transformation frequencies were determined in a chitin-independent transformation assay with all strains encoding an arabinose-inducible copy of *tfoX* at a neutral chromosomal locus (i*tfoX*). The strains were grown with 0.2% arabinose to induce expression of *tfoX* and *vdcA/cdpA*. (**B**) Transformation was assessed upon growth on chitin. Where indicated, 0.2% arabinose was added to induce *vdcA/cdpA* expression. Due to the FRT scar upstream of *qstR* in FRT-*qstR*[P129T] (shaded box) the strains with a FRT scar upstream of *qstR* were used as additional control. The values are averages of three independent experiments with error bars representing the SD. <d.l., below detection limit; #, transformation frequency below the detection limit in two out of three experiments, thus the detection limit was used for calculation of the average for this strain. Significant differences were determined by Student's *t*-test (*P< 0.05, **P< 0.01, ***P< 0.001; n.s., not significant). For undetectable transformation the detection limit was used for statistical analyses.

In contrast, in the chitin-independent assay the QstR[P129T] variant only became functional when c-di-GMP concentrations were increased (Figure 3A, shaded box). Remarkably, when grown on the natural competence inducer chitin, a strain producing this QstR variant was transformable without altering c-di-GMP levels, and artificially increasing the c-di-GMP levels did not significantly increase its transformability (Figure 3B, shaded box). Lowering c-di-GMP concentration, however, resulted in no detectable transformation events, suggesting that intracellular c-di-GMP concentrations are considerably higher during growth on chitinous surfaces compared to growth in LB medium. Taken together, the gain of function of QstR[P129T] under increased c-di-GMP levels in the chitin-independent assay and the loss of function under low c-di-GMP levels during growth on chitin, shows that this variant is strictly c-di-GMP dependent and demonstrates the effectiveness of *vdcA/cdpA* expression in altering intracellular c-di-GMP levels. Furthermore, since in both assays wild-type QstR was functional under low c-di-GMP conditions, these results suggest that the level of this second messenger is not critical for QstR function.

### Defining the QstR regulon

We previously showed that QstR is required for the TfoX-dependent induction of *comEA, comEC* and T6SS genes, and that it also acts in concert with HapR to fully repress the extracellular nuclease *dns* (17,18). Here, to better understand QstR-dependent regulation of competence and T6SS we attempted to characterize the QstR regulon. Thus, we first analyzed a previously obtained RNA-seq data set (accession numbers: GSE80217 and GSE79467) comparing the expression profiles between strain A1552 (WT), A1552 carrying an inducible copy of *tfoX* within a transposon (A1552-Tn*tfoX*) and the isogenic strains with either *hapR* (required for *qstR* expression) or *qstR* deleted (18,35).

In addition to the above-mentioned genes, several other genes that were induced at least 2-fold by TfoX also required QstR for full induction. These genes encode proteins involved in natural competence such as *comM* and *comF*, as well as genes not known to affect either of the QstR-dependent phenotypes (competence or type VI secretion) such as *ligA2, VC0033* (next to *VC0032 = comM*), *VC0542* and *VC1479* (Figure 4A; a full list of TfoX-induced genes is provided in Supplementary file 1). As shown previously, *dns* repression by TfoX was abolished in Δ*qstR* strain, while the transcript levels were even higher in the *hapR* negative strain (Figure 4A, shaded box) consistent with its role as the primary *dns* repressor (17). Additionally, we also observed TfoX-dependent transcriptional repression of *tfoY*, which encodes the second master regulator of T6SS (35). Notably, this repression was absent or, at least, occurred to a lower extent, in the *qstR* and *hapR* mutants (Figure 4A, shaded box).

**Figure 4.**
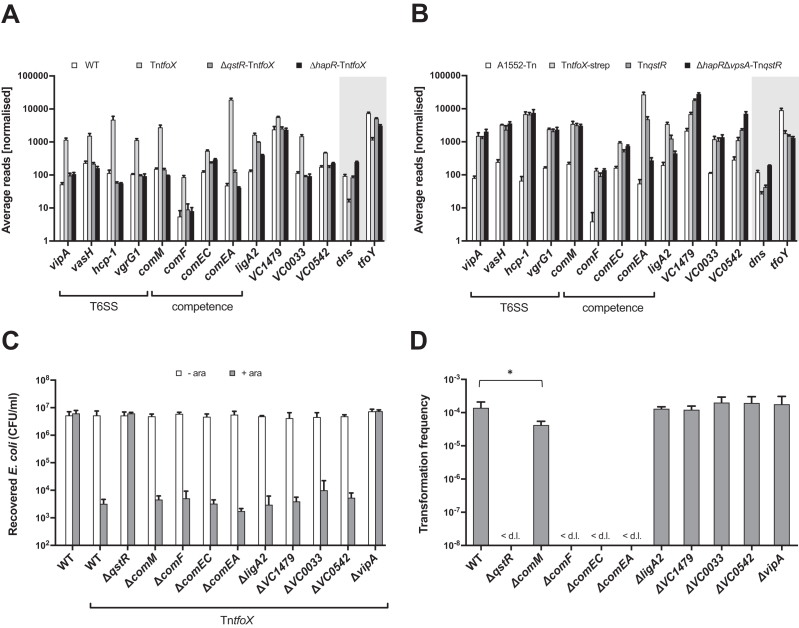
Contribution of QstR-regulated genes to transformation and interbacterial killing. (**A**) Average reads obtained from three RNA-seq experiments comparing expression of QstR-dependent genes in strain A1552 (WT), A1552-Tn*tfoX*, Δ*qstR*-Tn*tfoX* and Δ*hapR*-Tn*tfoX* (18,35). Shaded box indicates TfoX-repressed genes and the dependency of this repression on QstR and HapR. (**B**) Average reads obtained from three RNA-seq experiments comparing expression of QstR-dependent genes in strain A1552-Tn (carrying empty transposon), A1552-Tn*tfoX*–strep, A1552-Tn*qstR* and Δ*hapR*Δ*vpsA*-Tn*qstR* (Δ*hapR* strain with a *vpsA* deletion to counteract enhanced biofilm production). Shaded box indicates the genes repressed in a QstR-dependent manner and the dependency of HapR in this repression. (**C**) Killing assay with *tfoX*-inducible strains and deletion of the indicated QstR-dependent genes. *E. coli* was used as prey and was co-cultured with each *V. cholerae* strain on LB agar plates without or with inducer (0.2% arabinose). The survival of the prey is represented as the number of colony forming units (CFU) per milliliter. (**D**) Transformation frequencies of strains with deletion of QstR-regulated genes assessed on chitin. For (C) and (D) the values shown are averages of three independent experiments with error bars representing the SD. Significant differences were determined by Student's t-tests (*P< 0.05).

To investigate whether QstR alone is sufficient to regulate the expression of the QstR-dependent genes, we inserted an arabinose-inducible copy of *qstR* into a mini-Tn7 transposon (analogous to Tn*tfoX* (11); further referred to as Tn*qstR*) and inserted this transposon into the WT strain. Next, we performed RNA-seq to determine the effects of QstR on the transcriptome compared to TfoX-dependent induction (in this experiment a fully functional strep-tagged version of *tfoX* was used; (35)). In addition, to evaluate whether HapR has any further role in the regulation of QstR-dependent genes, other than *qstR* activation, we included a Δ*hapR*-Tn*qstR* strain in the analysis. This strain also carried a *vpsA* deletion to counteract the increased biofilm production by the Δ*hapR* mutant. Overall, 51 genes were induced at least 2-fold when QstR alone was produced from the transposon, including all the genes identified as QstR-dependent in the previous analysis (Supplementary file 2). Several of the QstR induced genes, however, where not similarly induced by TfoX production (e.g. *VCA0224*) or were also induced similarly in the *qstR*-minus strain in the previous data set (e.g. *VC1187*, 14.8-fold induction by TfoX in WT, 14-fold induction by TfoX in Δ*qstR* strain; Supplementary file 1). Since these genes do not appear to be QstR-dependent, they were not analyzed further.

A more detailed examination of the RNA-seq data revealed that QstR is sufficient to induce the expression of the majority of QstR-dependent genes (including all genes encoding proteins involved in T6SS) to a comparable extent as TfoX (Figure 4B and Supplementary Figure S4A). This finding suggests that the role of TfoX in their regulation might be through TfoX’s ability to induce *qstR*. However, QstR was not sufficient to fully induce the expression of *comEA* since it was induced by QstR ∼87-fold compared to ∼490-fold by TfoX, in line with our previous report about *comEA* expression (34). The difference in *comEA* production between strains induced for TfoX or QstR individually was also observable at the protein level (compare lanes 3 and 5 in Supplementary Figure S4B). However, co-production of both TfoX and QstR resulted in enhanced expression of *comEA* and elevated protein levels (Supplementary Figure S4A and S4B, lane 9) demonstrating that both regulators are required for full *comEA* induction. Furthermore, deletion of *hapR* had no effect on QstR-induced expression of almost all the genes tested, except for *comEA* and *ligA2*. The transcript levels of these genes were markedly reduced in the Δ*hapR*-Tn*qstR* strain compared to the Tn*qstR* strain (Figure 4B, Supplementary Figure S4A), suggesting an additional role of HapR (other than *qstR* activation) in the regulation of these genes. 8 genes were also repressed at least 2-fold when QstR was produced alone (Supplementary file 2), including *dns* (but not in the *hapR* mutant, see above) and *tfoY* (Figure 4B).

Next, we attempted to evaluate the contribution of the genes induced by QstR to the known QstR-mediated phenotypes, i.e. natural transformation and interbacterial killing. As shown in Figure 4C the killing of *E. coli* was unaffected in strains deleted for any of the QstR-dependent genes outside of the T6SS clusters (*vipA*, the first gene in the large T6SS cluster is shown as a representative example). As shown previously, deletion of *comEA, comEC* or *comF* all abolished transformation (15) while deletion of *comM* resulted in only a marginal (5-fold) reduction in transformation (Figure 4D). Deletion of the other genes (i.e. *ligA2, VC1479, VC0033* and *VC0542*) did not have any apparent effects on transformability or interbacterial killing. The reason for their QstR-dependent regulation therefore remains unknown.

### QstR is sufficient to induce interbacterial killing but not competence

In line with the expression profiles of T6SS genes, a strain producing QstR from the transposon without any *tfoX* induction killed *E. coli* as efficiently as a strain induced for *tfoX* (Figure 5A). In contrast, a strain producing the non-dimerizing QstR[L137A] variant was unable to kill *E. coli* (Figure 5A). These results show that TfoX, once QstR expression is turned on, is no longer required and that QstR alone is sufficient for the induction of the T6SS, leading to its full functionality in interbacterial killing. Similarly, deletion of *hapR* in a QstR overproducing strain (i.e. Δ*hapR*-Tn*qstR*) did not affect killing. However, this phenotype remained VasH-dependent (Figure 5A). VasH, encoded within the major T6SS cluster, is a σ^54^ activator protein (19) that regulates transcription of the genes in the major and auxiliary T6SS clusters and is necessary for secretion (48,49). The requirement for VasH in the QstR-dependent T6SS activation is in line with a previous report from our group showing that VasH is still necessary for TfoX-induced interbacterial killing (35).

**Figure 5.**
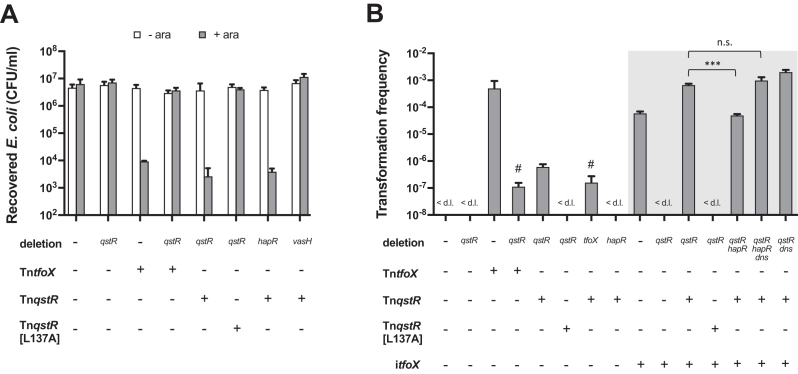
QstR production is sufficient to induce *E. coli* killing but not transformation. Killing assay (**A**) and chitin-independent transformation assay (**B**) of strains either without (–) or with (+) a transposon (Tn) with inducible copies of *tfoX, qstR* or the *qstR*[L137A] variant. Due to the insufficiency of *qstR* induction for transformation, a co-induction of *tfoX* was also tested (i*tfoX*, shaded box). The killing assay was performed as described in Figure 4. Arabinose was used to induce the gene carried on the transposon and/or i*tfoX*. In both panels the values are averages of three independent experiments with error bars representing the SD. <d.l., below detection limit; #, transformation frequency below the detection limit in two out of three experiments; the detection limit was therefore used for calculation of the average for this strains. Significant differences were determined by Student's t-tests (***P< 0.001; n.s., not significant).

Contrary to T6SS activation, QstR alone was not sufficient for full competence induction. We did observe rare transformants upon Tn*qstR* induction; however, the transformation frequency of a Δ*tfoX*-Tn*qstR* strain was close to or below the detection limit (Figure 5B). Since we did not detect any increase of *tfoX* mRNA in the Tn*qstR* strain (Supplementary Figure S4A) it seems possible that a low level of background TfoX production, coupled with high expression of *qstR*, could result in rare transformation events.

The inability of QstR to induce competence was not unexpected since the genes encoding components of the type IV pilus that forms the DNA-uptake machinery required for transformation (15) are activated by TfoX in a QS-independent and hence, QstR-independent manner (9,17). We therefore tested the effect of simultaneous induction of *tfoX* and *qstR* using a Tn*qstR*-carrying strain that, in addition, carried an inducible copy of *tfoX* in the neutral *lacZ* locus (referred to as i*tfoX*). This strain resulted in a significantly higher transformation frequency (Figure 5B, shaded box) and *comEA* expression (Supplementary Figure S4A and B) than the strains carrying either i*tfoX* or Tn*qstR* alone. These results demonstrate that both regulators are required for competence development.

Additionally, to assess the contribution of HapR to competence development once QstR is produced, we tested the strains i*tfoX* Δ*hapR*-Tn*qstR* and i*tfoX* Δ*hapR*Δ*dns*-Tn*qstR*. As shown in Figure 5B (shaded box), the strain carrying a *hapR* deletion is transformable, with transformation frequencies ∼ 10-fold reduced compared to the HapR-positive i*tfoX*-Tn*qstR* strain, while the Δ*hapR*Δ*dns* strain displayed wild-type levels of transformation upon TfoX and QstR production. These results demonstrate that when *qstR* is highly expressed in the presence of TfoX, HapR is not required to achieve high transformation levels. Our RNA-seq and qPCR data indicated that HapR might be required for *comEA* expression, as QstR alone was able to partially induce *comEA* but not in the Δ*hapR* strain (Figure 4B and Supplementary Figure S4A). However, the transformation results shown here suggest that HapR does not have another role in transformation outside of *qstR* induction and repression of *dns*, or at least that the requirement for HapR can be bypassed by TfoX and high levels of QstR.

### QstR directly regulates genes in its regulon by binding to DNA

To investigate whether QstR directly regulates target genes by binding to their promoters we first attempted electrophoretic mobility shift assay (EMSA) with purified QstR. We used probes encompassing the upstream regions of genes that are known to be affected by QstR production (Figure 4A and B), namely *comEA, comM*, and *dns*. However, all attempts to observe specific QstR binding to these probes were unsuccessful. We speculated that the interaction with another protein or a cofactor might be required for QstR’s DNA binding ability and therefore repeated the experiment in the presence of *V. cholerae* cells lysates (e.g. of cells induced for competence and overproducing either QstR or its QstR[L137] variant). Still, no DNA binding of QstR occurred under those conditions. Hence, we decided to map the binding sites of QstR by chromatin immunoprecipitation coupled with deep sequencing (ChIP-seq). 

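In this assay, DNA cross-linked to QstR was precipitated with an antibody against QstR and sequenced, so that a bound site appeared as a local rise in the number of reads. The strain WT-Tn*tfoX* is A1552 with an arabinose-inducible copy of the competence regulator gene *tfoX* on a transposon. The strain Δ*qstR*-Tn*tfoX* carries the same transposon but lacks *qstR*, so that DNA recovered from it cannot depend on QstR. Both strains were grown in cultures of 100 ml with 0.02% arabinose, and each has 2 replicates. The paper's text does not state whether the replicates came from separate cultures. The reads were obtained as pairs of 75 bp on a NextSeq 500. The authors mapped them to chromosomes I and II of strain N16961 with bowtie2 2.2.6. Peaks were called, assigned to genes and searched for motifs with HOMER 4.6. The authors deposited 1 peak list per strain, made from both replicates together. The spread between replicates was therefore not measurable, and whether a peak score differs between the strains was not tested. The lists give no numbers of reads, so the depth behind each peak is unknown. Each peak is an interval of 101 bp with a score from HOMER that rises with the number of reads at the peak. The paper's text does not state whether this score was scaled to the size of the library, and it does not state the settings or the control sample of the peak calling. The focus ratio in the lists is the share of the reads of a peak that fall where a single bound site would place them. Peaks of the wild-type list were counted as QstR-dependent here when no peak of the Δ*qstR*-Tn*tfoX* list overlapped them by at least 1 bp. This rests on the peaks that the Δ*qstR*-Tn*tfoX* list gives, and its numbering skips most numbers on chromosome I. A peak was counted as upstream of a gene when its centre lay between 1000 bp upstream and 100 bp downstream of the start of the gene, or when HOMER annotated it as lying in the promoter of that gene.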

For this purpose we used cross-linked lysates of WT and Δ*qstR* cells grown under competence-inducing conditions. 

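The list of WT-Tn*tfoX* held 52 peaks, 40 on chromosome I and 12 on chromosome II. Their scores lay between 863.9 and 43462.2, with a median of 2710. The list of Δ*qstR*-Tn*tfoX* held 37 peaks, 28 on chromosome I and 9 on chromosome II, with scores between 274.9 and 2512 and a median of 1216. The highest wild-type score was 17.3 times the highest score of Δ*qstR*-Tn*tfoX*, and 29 wild-type peaks scored above every peak of Δ*qstR*-Tn*tfoX*. The scores of the remaining wild-type peaks fell within the range of the scores found without QstR. Of the 52 wild-type peaks, 51 had no overlapping peak in Δ*qstR*-Tn*tfoX*, 39 on chromosome I and 12 on chromosome II. If Δ*qstR*-Tn*tfoX* served as the control of the peak calling, which is not stated, the calling itself would have removed most shared places. The overlap count is therefore not an independent test of dependence on QstR. The numbering of the Δ*qstR*-Tn*tfoX* list skips 3649 of 3677 numbers on chromosome I and 0 of 9 on chromosome II. On chromosome I, an overlap with a peak left out of that list would therefore not be seen. There, numbers 1 to 12 have no gap, and the listed scores fall with the number apart from 2 rises. Number 236 scored 492.6, and the next number listed, 3677, scored 274.9. If the skipped peaks follow this order, most scored below 492.6, under the lowest wild-type score of 863.9. Their scores are not given. The wild-type peak with an overlap was that at 2937010 to 2937110 on chromosome I, with a score of 2417. It overlapped by 78 bp with a Δ*qstR*-Tn*tfoX* peak at 2936987 to 2937087, which scored 599.1, so that the wild-type score was 4.03 times higher. HOMER annotated this peak as intergenic, and the nearest start, that of *VC2753*, was 2247 bp away. The alternative that moved the count most was a minimum score of 2 times the lowest wild-type score, under which 36 peaks were left. The 52 peaks of Table S2 had the same positions and scores as the 52 peaks of the wild-type list. Of the 51 QstR-dependent peaks, 34 were centred between 1000 bp upstream and 100 bp downstream of the nearest start, and the other 17 were centred farther downstream of it. With a window from 300 bp upstream to 50 bp downstream, 24 of the QstR-dependent peaks were counted. Of the 37 Δ*qstR*-Tn*tfoX* peaks, 26 were centred in the wider window. The share in that window was thus no higher with QstR than without it, and the count does not tie the position of peaks to QstR.

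**Figure D1:**
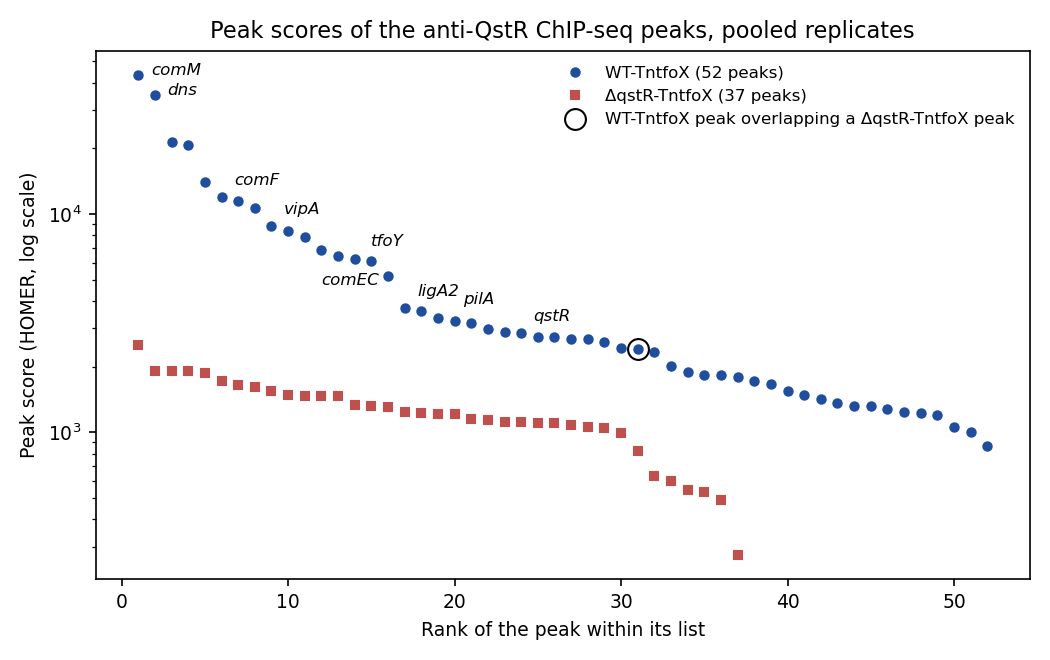
Scores of the ChIP-seq peaks on a log axis against their rank within the list, for WT-Tn*tfoX* (52 blue circles) and Δ*qstR*-Tn*tfoX* (37 red squares), each from pooled replicates. Peaks next to genes named in the paper are labelled, the open circle marks the peak found in both strains, and 29 wild-type peaks lie above the highest red square.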

Sequencing of the DNA obtained by immunoprecipitation with a specific anti-QstR antibody revealed 52 QstR-dependent peaks. 

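Figure 4A and B name 14 genes that respond to QstR, with *vasH* (VCA0117) counted apart from *vipA*. A QstR-dependent peak was found upstream of 7 of them, and no listed peak of Δ*qstR*-Tn*tfoX* lay upstream of any (0 of 14). The highest score of the list, 43462.2, belonged to the peak at 29919 to 30019 on chromosome I, centred 100 bp upstream of *comM* (VC0032). The peak at 499418 to 499518 on chromosome I ranked 2 with a score of 34996.5 and was centred 36 bp upstream of *dns* (VC0470), which encodes an extracellular deoxyribonuclease. The peak at 2893822 to 2893922 on chromosome I ranked 6 with a score of 11939. Its nearest start was that of *VC2718*, with the centre 20 bp inside the gene, and HOMER annotated it as lying in the promoter of *comF* (VC2719). Upstream of *vipA* (VCA0107), a peak with a score of 8806 was found at 116334 to 116434 on chromosome II, 462 bp from the start. The peak of *comEC* (VC1879) at 2026448 to 2026548 on chromosome I scored 6408 and was centred 580 bp upstream. The peak of *tfoY* (VC1722) at 1860554 to 1860654 scored 6258 and was centred 286 bp upstream. The lowest of these scores, 3707, was that of *ligA2* (VC1542), at 1655807 to 1655907 and 102 bp upstream. The median of the 7 scores was 8806, which lay at percentile 98.8 of the medians of 10000 random sets of 7 QstR-dependent peaks. With a window from 300 bp upstream to 50 bp downstream, only *comM*, *dns*, *ligA2* and *tfoY* were counted, which left 4 of the 14 genes. The lists name at most the nearest gene and the annotated gene of each peak, so that 7 is a lower bound. No QstR-dependent peak was counted for *vasH*, *hcp-1*, *vgrG1*, *comEA*, *VC1479*, *VC0033* and *VC0542*. Of these, *VC0033* directly follows *comM* in the numbering of the genes, and *vasH* lies 10 gene numbers after *vipA*.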

Importantly, we identified a peak upstream of most of the genes shown to be QstR-dependent, namely *comM, dns, comF, comEC, vipA* (the first gene of the large T6SS cluster), *ligA2, tfoY* and others (Figure 6A; ChIP DNA coverage Supplementary Figure S5 with zoomed in peaks in Supplementary Figure S6; full list of peaks in Supplementary Table S2).

**Figure 6.**
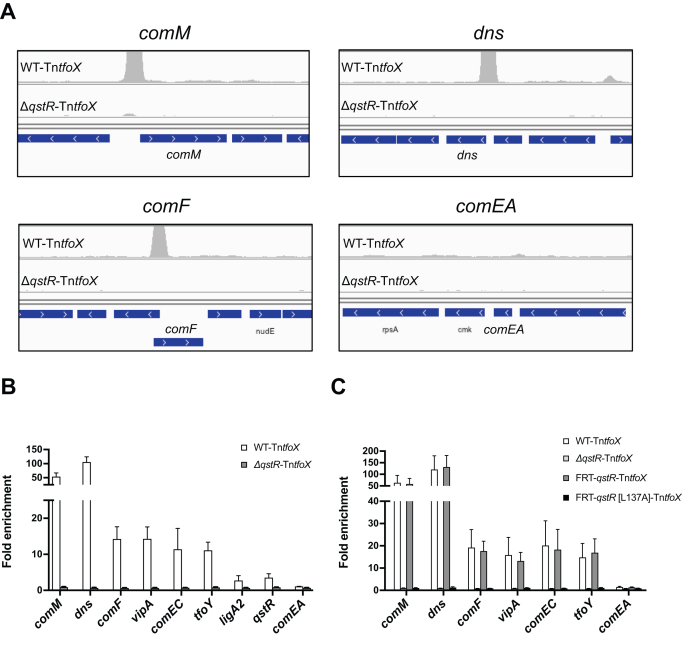
QstR binds to DNA upstream of regulated genes but not upstream of *comEA*. (**A**) Coverage of DNA reads for DNA obtained by chromatin immunoprecipitation with anti-QstR antibody coupled with sequencing (ChIP-seq) for the strains A1552-Tn*tfoX* (WT-Tn*tfoX*) and Δ*qstR*-Tn*tfoX*. The panels show DNA enrichment upstream of QstR-dependent genes *comM, dns* and *comF* but not *comEA*. The scale of the y-axis is set to the same level for all panels (0–50000). (**B**) Enrichment of DNA fragments upstream of QstR-dependent genes determined by quantitative PCR (qPCR) using ChIP DNA. The fold enrichment was determined by dividing ‘Input %’ of the target by ‘Input %’ of the background (fragment upstream of *gyrA;* not enriched in the ChIP-seq experiment; see Supplementary Figure S5). (**C**) The non-dimerizing QstR mutant does not bind to DNA. The graph shows the fold enrichment of DNA fragments determined by ChIP-qPCR (as in panel B) for the strains WT-Tn*tfoX*, Δ*qstR*-Tn*tfoX*, FRT-*qstR*-Tn*tfoX* and FRT-*qstR*[L137A]-Tn*tfoX*. The inducer (arabinose) concentration was optimized to ensure comparable amount of QstR protein produced in each strain (0.02% ara for WT-Tn*tfoX* and Δ*qstR*-Tn*tfoX*, 0.01% ara for FRT-*qstR*-Tn*tfoX*, and 0.2% ara for FRT-*qstR*[L137A]-Tn*tfoX* (see Western blot Supplementary Figure S9). The values shown in (B) and (C) are averages from three independent experiments with error bars representing the SD.

Interestingly, we identified a QstR-dependent peak upstream of *VC0047* (Supplementary Figure S6 and Supplementary Table S2), the first gene of a four-gene operon. 

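The peak that Table S2 assigns to *VC0047* lay at 44748 to 44848 on chromosome I and scored 2676, which was 6.16% of the score of the *comM* peak. It ranked 27 among the 52 peaks of WT-Tn*tfoX*. The nearest start was not that of *VC0047* but that of *VC0046*, annotated as a peptide deformylase, and the centre of the peak lay 10 bp inside this gene. *VC0046* extends from its start towards lower coordinates (44299 to 44808), so that by the order of the gene numbers the peak lay at the end of *VC0046* that faces *VC0047*. HOMER annotated the peak as lying in the promoter of *VC0045*. Neither *VC0047* nor *dprA* (VC0048) was named at a peak of either strain in the lists. No coordinates are given there for *VC0047*, so the distance to its start was not determined. In Δ*qstR*-Tn*tfoX*, the peak with the closest gene number was at *VC0059* (53484 to 53584, score 629.8).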

The protein encoded by *VC0047* shares homology with TsaP, which is important for type IV pilus biogenesis in *Neisseria gonorrhoeae* due to its peptidoglycan binding activity and its formation of a peripheral structure outside of the channel formed by the secretin PilQ (50). As *V. cholerae* uses a type IV pilus as central part of its DNA-uptake machinery (15), we tested the effect of VC0047 on natural transformability. Deletion of *VC0047* reduced the frequency of transformation ∼10-fold (transformation frequency on chitin 1.4 × 10^−5^ [± 8.0 × 10^−6^] compared to the WT parent 1.4 × 10^−4^ [± 6.9 × 10^−5^]). The second gene in the operon encodes DprA, a homolog of a single stranded DNA binding protein that is required for transformation in *V. cholerae* (9) and other bacteria (51–53). Both genes are induced by TfoX but their induction appears to be QS-independent ((11); Supplementary file 1). Nevertheless, production of QstR from Tn*qstR* induced the expression of *VC0047* ∼2-fold as determined by RNA-seq (Supplementary file 2) and 5-fold in the qRT-PCR experiment (Supplementary Figure S4A). Additionally, co-induction from i*tfoX* and Tn*qstR* resulted in considerably higher *VC0047* mRNA levels than when *tfoX* alone was induced (Supplementary Figure S4A). Therefore, it appears that QstR may play an auxiliary role in the regulation of this promoter.

Another gene that is induced during competence in other bacteria is *radC* (54–57). *radC* encodes a DNA repair protein that appears to be dispensable for transformation in *S. pneumoniae* and *H. influenzae* (58,59). RadC also appears dispensable for transformation in *V. cholerae* (transformation frequency on chitin was 2.5 × 10^−4^ [± 5.2 × 10^−5^] for the *radC* mutant compared to the one of the WT, which was 1.4 × 10^−4^ [± 6.9 × 10^−5^]). We identified two QstR-dependent peaks in the proximity of this gene (Supplementary Figure S6; Supplementary Table S2). One peak was located in the beginning of the preceding gene (*VC0216*; 1783 bp upstream of *radC*) and the second one was 118 bp upstream of *radC*. However, the expression of *radC* was not affected at significant levels upon TfoX or QstR induction (Supplementary file 1 and 2). 

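The first of these peaks lay at 223428 to 223528 on chromosome I and scored 13999, which placed it at rank 5 of the list of WT-Tn*tfoX*. Its centre was 24 bp inside *VC0216*, which is annotated as a methyl-accepting chemotaxis protein, and 1782 bp from the start of *radC* (VC0217). The second peak lay at 225092 to 225192, 118 bp upstream of *radC*, and scored 6095 (rank 15). The score of the first peak was 2.30 times that of the second, and the centres were 1664 bp apart. Without replicate lists it could not be tested whether this difference exceeds the spread between replicates. Neither peak overlapped a listed peak of Δ*qstR*-Tn*tfoX*. The closest peak of that strain was centred 967 bp from the *radC* peak, at 226059 to 226159 upstream of *VC0218*, with a score of 1077.

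**Figure D2:**
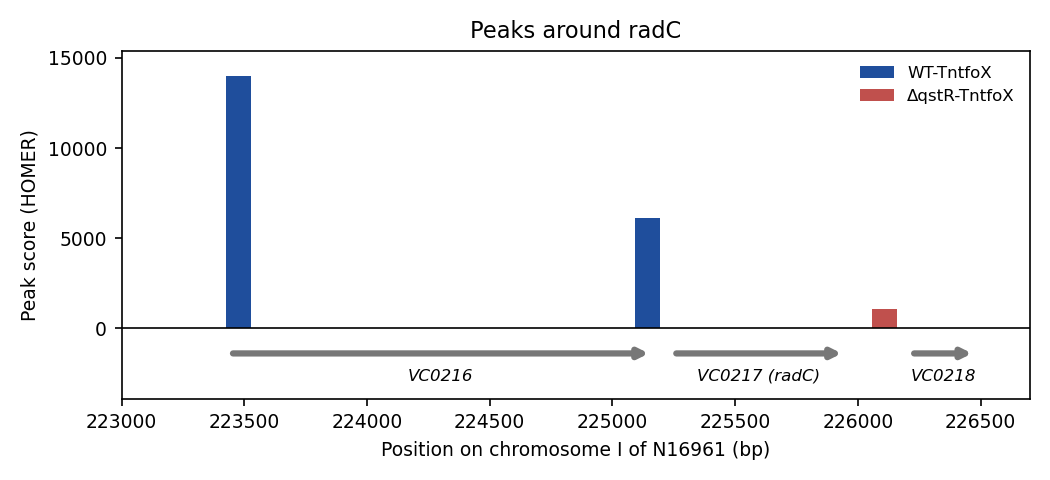
Peaks around *radC* on chromosome I of N16961, with the position in bp on the x axis and the HOMER peak score on the y axis, for WT-Tn*tfoX* (blue) and Δ*qstR*-Tn*tfoX* (red). Each bar spans the 101 bp of a peak and grey arrows show the genes in the direction of transcription; the 2 blue peaks score 13999 and 6095 and the red peak, between *radC* and *VC0218*, scores 1077.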

Surprisingly, we also found a peak upstream of *pilA*, which encodes the major subunit of the DNA-uptake pilus (Supplementary Figure S6). 

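The peak upstream of *pilA* (VC2423, annotated as a fimbrial protein) lay at 2596898 to 2596998 on chromosome I, with its centre 203 bp from the start of the gene. It scored 3250 and ranked 20 among the 52 peaks of WT-Tn*tfoX*. This score is above the highest score of Δ*qstR*-Tn*tfoX*, 2512, and no listed peak of that strain overlapped it. The focus ratio of the peak was 0.742, against a median of 0.729 in the list.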

We previously showed that *pilA* expression is highly induced by TfoX in a QS-independent manner (11) and confirmed this result here, by qRT-PCR (Supplementary Figure S4A). Therefore it is unclear if and how QstR binding to these loci might affect the expression of these genes.

Furthermore, we identified a peak upstream of *qstR* itself (Supplementary Figure S6) suggesting that *qstR* may be subject to auto-regulation. Indeed, using discriminatory primers that either anneal to the native *qstR* locus or to *qstR* inside the Tn*qstR* construct, we could demonstrate that QstR induces its own expression, though to a lesser extent in the absence of TfoX (Supplementary Figure S7). Moreover, as shown in Supplementary Figure S7, auto-activation of QstR was fully dependent on the presence of HapR, in agreement with recent observations using a plasmid-borne system based on a luciferase reporter in *V. cholerae* strain C6706 (60).

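The peak lay at 422391 to 422491 on chromosome I, centred 119 bp upstream of *qstR* (VC0396). It scored 2851 and ranked 24 among the 52 peaks of WT-Tn*tfoX*. No listed peak of Δ*qstR*-Tn*tfoX* overlapped this position. The focus ratio was 0.676, near the lower end of the wild-type list, where it ranged from 0.669 to 0.778. HOMER annotated the peak as lying in the promoter of the neighbouring gene, *VC0397*, whereas the nearest start was that of *qstR*.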

To validate the ChIP-seq data we performed ChIP-qPCR experiments using primers amplifying the regions around the identified peaks. These experiments confirmed the enrichment of the top 15 peaks identified by ChIP-seq, as well as those for *pilA, qstR* and *VC0047* (Figure 6B and Supplementary Figure S8). Additionally, using ChIP-qPCR we showed that the non-dimerizing QstR[L137A] mutant does not bind to DNA, suggesting that dimerization is required for DNA binding (Figure 6C and Supplementary Figure S9).

Finally, the analysis of the DNA sequences around the peaks identified by ChIP-seq revealed several motifs that could serve as potential QstR binding sites (Supplementary Table S3). However, none of the identified motifs was commonly found upstream of the genes shown here to be regulated in a QstR-dependent manner. Thus, the nature of the QstR binding site remains unknown.

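The wild-type list gives the sites of 20 motifs within the 101 bp of each peak. Of these, 10 occurred in the same peaks as the 10 motifs of Table S3. The most frequent, TTGCGGTG, was present in 16 of the 52 peaks (30.77%), 6 of them among the 15 peaks with the highest scores. The motif that heads Table S3, GAGCTACTTC, was present in 13 peaks (25.00%), and 1 of these was among the 15 highest. GCCKATTT was also present in 13 peaks. The other motifs of Table S3 were present in 4 to 8 peaks each. No motif of Table S3 was found in 8 peaks, of which 2 were among the 15 highest. The peak shared with Δ*qstR*-Tn*tfoX* carried GAGCTACTTC, so that 12 of the 51 QstR-dependent peaks had this motif. Of the 10 motifs of the list that are not in Table S3, 8 were found in a single peak. The motifs came from a search of these same wild-type peaks, and their frequency in background sequences was not examined here. In the list of Δ*qstR*-Tn*tfoX*, which has its own motifs, CACTAAAA was present in 12 of 37 peaks. A motif as frequent as TTGCGGTG was thus also found without QstR.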

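Motifs were compared between the peaks of 8 regulated genes, the 7 of Figure 4A and B that had a QstR-dependent peak and *qstR*. At most 3 of these 8 genes shared a motif of Table S3. CTTTTTTCAA was present in the peaks of *comM*, *vipA* and *comEC*, and TTATCAGG in those of *dns*, *vipA* and *qstR*. The motif GAGCTACTTC was present in the peaks of *ligA2* and *qstR*, TTGCGGTG in those of *comEC* and *qstR*, and GCCKATTT in those of *vipA* and *qstR*. A further 4 motifs were each present in the peak of 1 gene, and CCGCACTTTC was present in none. The peak of *qstR* held 5 of the 10 motifs, although its score of 2851 was the lowest of the 8 genes. The peak of *tfoY* held no motif (0 of 10). The peak annotated to *VC0812*, a gene of Supplementary file 2 that is not in Figure 4, held GAGCTACTTC and TTMTCCATCTTCAT. With *VC0812* included, these motifs were present in 3 and 2 regulated genes, and the largest number of genes sharing a motif was again 3.

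**Figure D3:**
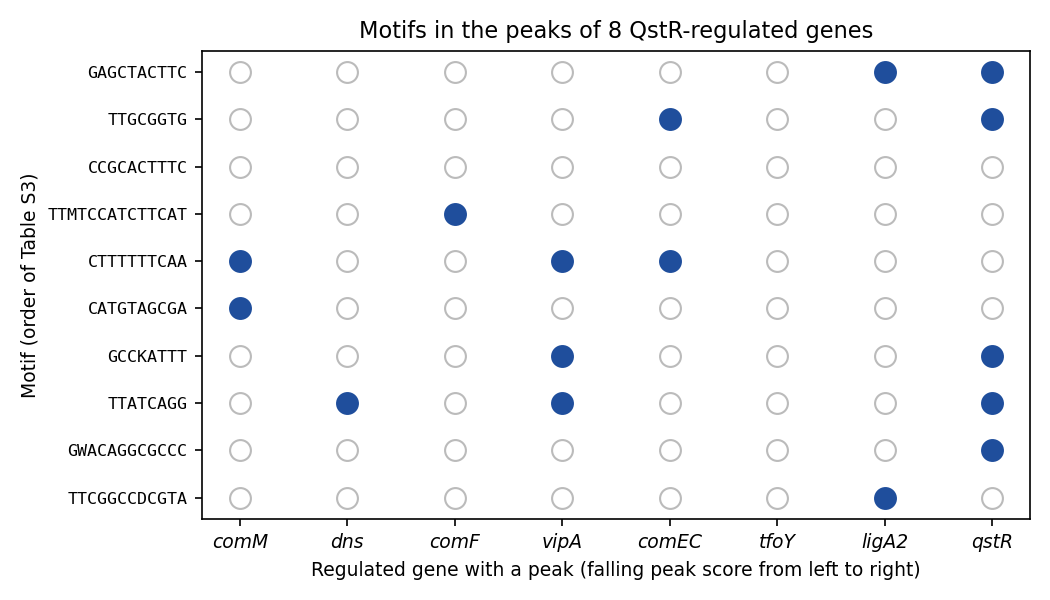
Presence (filled circle) or absence (open circle) of the 10 motifs of Table S3, in the order of that table on the y axis, in the 101 bp peaks of the 8 regulated genes on the x axis, ordered by falling peak score. No motif is filled for more than 3 genes, the column of *tfoY* is empty and the column of *qstR* has 5 filled circles.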

### QstR does not bind upstream of *comEA*

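The gene *comEA* (VC1917) was named at no peak of WT-Tn*tfoX* or Δ*qstR*-Tn*tfoX*, either as the nearest start or in the annotation of HOMER. Its coordinates are not given in the peak lists, and a distance in bp was therefore not computed. Gene numbers followed the coordinates for all 66 genes of chromosome I that the lists place (0 out of order). By gene number, the closest QstR-dependent peak was that of *comEC* (VC1879) at 2026448 to 2026548, 38 gene numbers before *comEA*. In Δ*qstR*-Tn*tfoX*, the closest peak by gene number lay at 2163448 to 2163548 with *VC2009* as nearest start, 92 gene numbers after *comEA*. The lowest score in the wild-type list was 863.9, and enrichment at *comEA* below the threshold of the peak calling would not appear in it.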

To our surprise we did not identify a QstR-dependent peak upstream of *comEA* in the ChIP-seq experiment and likewise, when validated by ChIP-qPCR, we did not observe any enrichment of DNA fragments in this region (Figure 6A and B). This was unexpected since *comEA* is one of the most upregulated genes during competence induction and this upregulation is strictly QstR-dependent (17,18) as also demonstrated in this study (∼ 400-fold induction in Tn*tfoX* strain versus ∼2-fold in Δ*qstR*-Tn*tfoX* strain; Supplementary file 1 and Supplementary Figure S4A). We therefore hypothesized that *comEA* expression might be controlled by another regulator that is produced in a QstR-dependent manner. In an attempt to identify such a regulator we first deleted the non-essential genes in proximity of the ChIP-seq peaks that could potentially be regulated by QstR and tested *comEA* expression using a chromosomal *comEA-lacZ* transcriptional reporter fusion. However, none of these genes altered *comEA-lacZ* expression significantly, either in the presence or absence of TfoX (Supplementary Figure S10). Additionally we tested these deletion strains for their natural transformability and *E. coli* killing and discovered that none of these genes was required for transformation (Supplementary Figure S11A) or T6SS-mediated interbacterial killing (Supplementary Figure S11B). Deletion of *VC2320* abolished the killing phenotype; however, the strain had a significant growth defect. We also observed impaired killing by the Δ*dksA* strain. *dksA* encodes a global regulator involved in the stringent response and its deletion was previously shown to affect processes such as motility and virulence in *V. cholerae* (61). Therefore, none of these genes appears to encode proteins specifically involved in transformation or killing.

One possibility is that QstR-dependent induction of *comEA* could be mediated by a small RNA (sRNA). Thus, we examined the ChIP-seq data for any QstR-dependent peaks in direct proximity to known sRNAs and sRNAs recently identified by differential RNA sequencing (62). Indeed, we found two ChIP-seq peaks next to sRNA genes; however, deletion of neither of the sRNA genes had an effect on chitin-dependent transformation or *comEA* expression (Supplementary Figure S12A and B). The interaction of many sRNAs with the target mRNA requires the RNA chaperone Hfq (63). Therefore, we also tested a Δ*hfq* strain in the chitin-dependent and chitin-independent transformation assays. In the chitin-dependent assay the transformation frequency of the Δ*hfq* strain was below the limit of detection (d.l. = 3.5 × 10^−7^ ± 2.7 × 10^−7^). This was expected, due to the requirement of Hfq for translation of the *tfoX* mRNA, which is facilitated by the TfoR sRNA (64). Notably, the transformation frequency of the Δ*hfq* mutant was similar to the wild-type strain (1.7 × 10^−4^ ± 1.2 × 10^−4^ compared to wild-type strain 2.9 × 10^−4^ ± 1.5 × 10^−4^) in the chitin-independent assay, indicating that Hfq is no longer required for transformation when TfoX is present. These results therefore do not support the hypothesis that a sRNA might regulate *comEA* expression downstream of QstR.

Next, we attempted to identify the putative intermediate regulator between QstR and *comEA* using a transposon mutagenesis screen. Using a strain carrying the *comEA-lacZ* transcriptional reporter fusion and Tn*tfoX*, we screened ∼ 80, 000 colonies (in two separate screens) for loss of *lacZ* expression. As expected, we identified multiple transposon insertions in the genes encoding known *comEA* regulators such as *qstR, hapR, cyaA* and *cytR*, as well as in several other genes (Supplementary Table S4; details are provided in the supplementary material). However, none of these newly identified genes encoded a specific QstR-dependent regulator of *comEA*.

As a final approach to identify the potential regulatory protein, we directly determined the proteins that bind to the *comEA* promoter region. To do so, we performed a DNA affinity pull-down assay (44,65) using a biotinylated probe encompassing the upstream region of *comEA*. This probe was incubated with the lysates of competence-induced WT or *qstR*-minus strains. As a negative control, we used the upstream region of *gyrA*. To validate the assay, we used a probe containing the upstream region of *qstR* incubated with the same lysates, and confirmed HapR’s binding to this region (Supplementary Figure S13A). Mass spectrometry analysis of the eluted fractions revealed several DNA binding proteins that were common to all the probes. Additionally, a few proteins were specifically eluted from the *comEA* probe. Most notably VCA0199 (uncharacterized protein) was highly enriched on the *comEA* probe, as well as two other transcriptional regulators (Supplementary Table S5). However, strains carrying deletions of these genes were fully transformable and *comEA-lacZ* expression appeared unaffected (Supplementary Figure S13B and C). Importantly, we did not observe any significant differences in the elution profiles from the *comEA* probe incubated with the lysates of either the wild-type or Δ*qstR* strains. In conclusion, despite several attempts, we were so far unable to identify the putative intermediate regulator of *comEA*.

## DISCUSSION

QstR has been shown to be an important regulator involved in natural competence and TfoX-dependent activation of the T6SS genes, though the mode of action and the full set of regulated genes was unknown (17,18). Here, we show that QstR undergoes dimerization and that dimerization is required for binding to DNA upstream of QstR-regulated genes. Dimerization and the activity of LuxR-type regulators are often controlled by phosphorylation (45). However, similar to the biofilm regulator VpsT, the putative phosphorylation site of QstR appears dispensable for protein function. Interestingly, in LuxR-type regulators that act independently of phosphorylation, a co-factor is often required to mediate dimerization and hence DNA-binding (23–25). In the case of VpsT this cofactor is the nucleotide second messenger c-di-GMP (26). We therefore previously hypothesized that QstR activation might require the binding of a cofactor, perhaps competence specific (17). However, for the reasons that follow, we no longer favor the idea that such a cofactor would act in a similar manner as c-di-GMP in VpsT, which primarily fosters oligomerization (26).

First, QstR is able to self-interact in an *E. coli* bacterial two-hybrid assay. Second, QstR purified from *E. coli* behaves as a dimer in solution, as evidenced by analytical SEC. Thus, these results demonstrate that QstR can dimerize in a heterologous system without any *Vibrio*-specific signals. Third, in contrast to VpsT, QstR contains a proline substitution in the third position of the conserved c-di-GMP binding motif (i.e. WLPR), suggesting that QstR is unlikely to bind c-di-GMP. Indeed, our results demonstrate that QstR is highly functional under low c-di-GMP conditions but that a variant with the restored canonical binding motif (i.e. WLTR) is rendered c-di-GMP dependent. Moreover, substitution of the conserved arginine within the motif, required for c-di-GMP binding in VpsT, does not abolish QstR function. In line with our results, a systematic search of c-di-GMP binding proteins in *V. cholerae* did not identify QstR as a c-di-GMP receptor protein (66). These findings are in agreement with a recent report on the VpsT homolog of *Vibrio vulnificus*, BrpT, which bears the same WLPR variant motif and also acts in a c-di-GMP independent manner (67). Although we cannot exclude the possibility that another cofactor might be required for QstR dimerization and full functionality, it appears that it would not be competence- or even species-specific. Finally, multiple lines of evidence demonstrate that the L137A substitution abolishes QstR function by rendering it unable to dimerize. Thus, in contrast to VpsT, which contains a second nucleotide-independent dimerization domain (26), QstR likely contains a single dimerization interface.

The regulation of *comEA, comEC, dns*, and the T6SS genes was previously shown to be QstR-dependent (17,18). Using RNA-seq we defined the QstR regulon and identified other genes that are regulated in a QstR-dependent manner (Figure 7). None of the QstR induced genes, besides the known clusters, affected T6SS-mediated interbacterial killing. However, two genes involved in transformation were identified as being QstR-dependent, namely *comF*, which was previously shown to be essential for transformation due to its role in translocation of DNA across the inner membrane (15) and *comM*. In a recent study, *comM* was shown to encode a helicase that promotes integration of the incoming heterologous DNA into the genome (68), similar to RadA’s role in natural transformation of *S. pneumoniae* (69). Moreover, deletion of *comM* reduced transformation frequencies ∼100-fold (68). Here, however, the defect of a *comM*-minus strain was only modest with a ∼5-fold reduced transformation frequency. The reason for this discrepancy is most likely based on the different transforming DNA used in both assays. We used genomic DNA with an integrated antibiotic resistance cassette, a DNA substrate that likely resembles DNA released during the co-regulated interbacterial killing events that occur on chitinous surfaces (18), while Nero *et al*. used a PCR product with shorter homologous regions. Additionally, QstR might also play an auxiliary role in regulation of other genes encoding proteins involved in competence such as *VC0047* and *dprA* (*VC0048*). The remaining newly identified QstR-induced genes did not appear to be required for either of the two known QstR-dependent phenotypes and thus, the significance of their regulation by QstR remains unknown.

**Figure 7.**
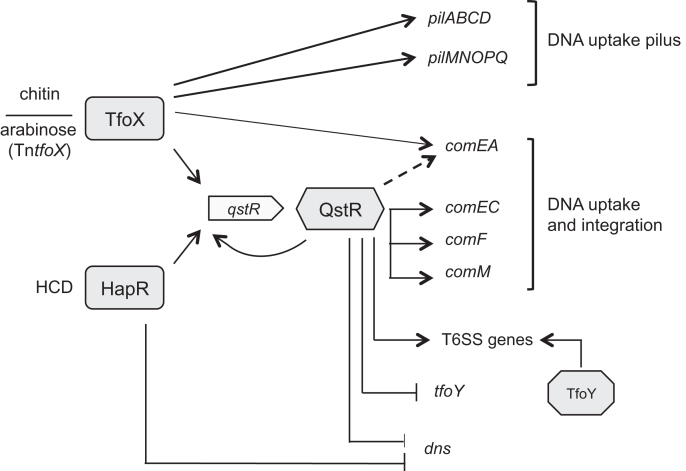
Model of the QstR-dependent regulation of competence and type VI secretion. Chitin degradation compounds induce production of the master regulator TfoX, which then activates expression of the genes encoding the components of the DNA uptake pilus. In the chitin-independent system expression of *tfoX* from the transposon (Tn*tfoX*) is induced by arabinose. Both TfoX and the quorum sensing regulator HapR, that accumulates at high cell density (HCD), are required for production of QstR. QstR, which induces its own transcription, activates expression of the genes involved in DNA uptake and integration, and also type VI secretion (T6SS major cluster) by binding to their promoter regions. Additionally, QstR directly represses transcription of *dns* (encoding nuclease) and *tfoY* (encoding another regulator of T6SS). Dashed line: regulation of *comEA* by QstR is likely achieved via an unknown intermediate regulator and also requires TfoX.

Notably, when we mapped QstR binding sites by chromatin immunoprecipitation coupled with deep sequencing (ChIP-seq), we found that QstR binds upstream of the majority of the QstR-regulated genes, including its own promoter region, suggesting that transcriptional regulation by QstR is direct. 

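The genes that the paper lists in Supplementary file 2 as changed by QstR number 59, with 51 induced and 8 repressed. They include genes that the paper set aside because they did not appear to depend on QstR, such as *VCA0224* and *VC1187*. Counted gene by gene, the lists named 9 of the 59 at a QstR-dependent peak upstream. These were *comM*, *dns*, *comF*, *vipA*, *comEC*, *tfoY*, *ligA2*, *qstR* and *VC0812*. The last was counted through the annotation of HOMER only, since the nearest start was that of *VC0813*. With the gene that Table S2 assigns to each peak also counted, a choice made after seeing the data, *VC0047* was added and the count was 10. The lists give the start of only 7 of the 59 genes, so that these counts are lower bounds. Of these 9 genes, the paper's expression values class 6 as induced and 3 as repressed. The 6 include *qstR*, which that strain also expresses from the transposon, so that its value does not measure the native gene alone. Of the 59 genes, 20 belong to the large T6SS cluster (VCA0105 to VCA0124), and 17 of these follow *vipA*, the gene with the peak. Among the genes of Figure 4A and B, 7 of 14 had a peak, or 7 of 13 with *vipA* standing for the cluster. Of the 7 peaks, 6 were among the 15 with the highest scores. In Δ*qstR*-Tn*tfoX*, 1 of the 59 genes had a peak upstream, *VC0142a*. From the enrichment of DNA upstream of the regulated genes, including *qstR* itself, the paper proposes that QstR regulates their transcription directly.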

Interestingly, since the expression of *dns* (nuclease) and *tfoY* (T6SS regulator) are both reduced in a QstR-dependent manner, yet we observed QstR-dependent enrichment of DNA fragments upstream of these genes, we conclude that QstR is a dual regulator that can act as a transcriptional activator and repressor. However, analysis of the DNA sequences upstream of the genes identified by ChIP-seq did not reveal an obvious common binding motif. 

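The peak upstream of *dns* scored 34996.5, second to that of *comM* among the 52 peaks, and the peak upstream of *tfoY* scored 6258 (rank 14). No listed peak of Δ*qstR*-Tn*tfoX* overlapped either. The peaks lay 36 bp and 286 bp upstream of the starts. For expression, the paper reports a fold change on induction of *qstR* of 0.361 for *dns* and 0.166 for *tfoY* (Supplementary file 2). On induction of *tfoX*, its values are 0.168 and 0.157 with *qstR* present, and 0.914 and 0.698 without *qstR* (Supplementary file 1). The peak of *comM*, a gene for which the paper reports a fold change of 14.7 on induction of *qstR*, had a score of 43462.2.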

Further investigation into the nature and positioning of the QstR binding sites will therefore be required to clarify how the binding site determines whether the gene will be up- or down-regulated.

Our results also demonstrate that QstR is itself sufficient for the expression of the majority of QstR-dependent genes, including all genes encoding the T6SS components. Accordingly, TfoX-independent induction of QstR production is sufficient for activation of T6SS mediated interbacterial killing, corroborating a previous report in a different *V. cholerae* strain (60). Thus, the role of TfoX in chitin-dependent T6SS activation appears to be through its primary role in *qstR* induction. In contrast, TfoX is required for the regulation of the majority of the genes involved in transformation, in particular ones that encode the components of DNA-uptake machinery, including the QstR-dependent *comEA* gene.

Unexpectedly, we did not find evidence that QstR binds directly to the *comEA* promoter despite it being the most highly induced gene during competence development ((3,11,17,18) and this work). One possibility is that this reflects a technical artifact of the ChIP or ChIP-qPCR methods. However, the fact that it was possible to identify the other genes that are induced or repressed at varying levels in a QstR-dependent manner, argues against this idea. Our results therefore strongly suggest that QstR does not regulate *comEA* directly, but rather requires the involvement of an intermediate regulator. However, despite using various complementary approaches we were unable to identify such a regulator. Future work should therefore be directed towards finding the missing regulator, which might provide new insights into the complex regulatory pathways that lead to competence development in *V. cholerae*.

## DATA AVAILABILITY

The RNA-seq and ChIP-seq data are accessible through the GEO Series accession numbers GSE114592 and GSE115912, respectively.

## Supplementary Material

Supplementary Data Click here for additional data file.

# Supplementary material for: QstR-dependent regulation of natural competence and type VI secretion in Vibrio cholerae
**Source:** Nucleic Acids Res. 2018 Aug 8;46(20):10619–34. doi: 10.1093/nar/gky717
**Supplement:** Supplementary Data

## Supplementary Material

QstR-dependent regulation of natural competence and type VI secretion in  
*Vibrio cholerae*

Milena Jaskólska, Sandrine Stutzmann, Candice Stoudmann and Melanie Blokesch

## Supplementary results

### Transposon mutagenesis to identify the putative *comEA* regulator

In order to identify the missing link between QstR and *comEA* expression we performed transposon mutagenesis screens using the *mariner*-based transposon (1). Mutagenesis was performed in a strain that carried a *comEA-lacZ* transcriptional reporter fusion and an arabinose-inducible copy of *tfoX* (*TntfoX*). Two independent screens were performed in the presence of *tfoX* induction, and *comEA* expression was evaluated by monitoring LacZ production (i.e. blue color development of colonies on plates supplemented with X-gal). In the first attempt we screened ~ 20,000 colonies and identified all transposon insertions that resulted in decreased LacZ production. In the second screen we assessed ~ 60,000 colonies, but to try and exclude false-positives due to growth defective mutants, we excluded small white colonies. Altogether, we identified multiple insertions in genes encoding known *comEA* regulators such as *qstR*, *hapR*, *cytR* and *cyaA* that abolished LacZ production, as well as numerous insertions in the *comEA-lacZ* reporter and *TntfoX* (Table S4). Notably, we also identified a small set of hits in genes not previously linked to competence regulation (Table S4).

None of the genes identified in the screens appeared to be expressed in a *qstR*-dependent manner, as evidenced by the RNA-seq data (Supplementary file 1 and 2). Additionally, some of the genes identified probably act indirectly, such as *varA* (Table S4), which encodes a response regulator required for HapR production (2). Since HapR is required for *comEA* expression we did not investigate this mutant further. Nevertheless, we attempted to investigate whether any of the other genes might still encode a factor involved in either *comEA* or competence regulation. Therefore, for the genes that were

identified more than once in the screens, we made clean deletions in the *TntfoX comEA-lacZ* reporter strain and confirmed that, in all cases except *VC0767*, they resulted in decreased *comEA-lacZ* expression (Fig. S14A). Next, we deleted these validated genes in the A1552-*TntfoX* strain and tested them in the chitin-independent transformation assay (Fig. S14B and C), as discussed below.

In the set of genes identified from the first screen, a transposon insertion in *VC0539* was identified only once but since the same screen also found an insertion in *VC0541*, within the same operon and this operon appears to be induced by TfoX (Supplementary file 1), the mutant was included in the analysis. However, transformation of a  $\Delta VC0539$  strain was not obviously impaired. In contrast, deletion of the other genes identified in this screen i.e. *gidA* (*mnmg*), *trmE* (*mnme*) and *miaA* all resulted in significantly reduced transformation frequencies (Fig. S14B). These genes encode homologs of enzymes involved in tRNA modification, are functionally related (3-5) and their inactivation leads to an increased frequency of translational frameshifts in *E. coli* (6). In *V. cholerae* deletion of these genes also results in slower growth and all three were previously identified in a transposon screen attempting to find novel regulators of *tcpA* expression (7). Thus we conclude that none of these genes encodes a specific regulator or either *comEA* or competence.

Finally, deletion of *flgD*, which encodes a flagellar rod protein (8) also significantly affected transformation frequency (~ 100 fold, Fig. S14C). However, this effect was independent of the defect in motility, since the transformation of two non-motile strains carrying deletions of either *flaA* (flagellin (9)) or *pomB* (encoding the motor protein (10)) was unaffected (Fig. S14C, shaded box). Previously, it was shown that in the *flgD* mutant the expression of *hapR* is repressed (8). We confirmed that HapR levels, and

consequently QstR levels, are lower in this strain by Western blotting (Fig. S14D). In support of the idea that reduced levels of QstR are responsible for the transformation defect of the *flgD* mutant, production of additional QstR (via *TnqstR*) was sufficient to restore transformation to WT levels (Fig. S14E). Therefore, we conclude that the *flgD* deletion affects *comEA* expression by reducing HapR levels and, as a consequence, leads to lower production of QstR. A related transposon hit in *VC2067*, which encodes a MinD-like protein flagellar biosynthesis protein, also behaved in a similar manner, though its effect on transformation was less severe (Fig. S14A, C and E).

**Table S1. Bacterial strains and plasmids used in this study.**

VC locus tag numbers according to Heidelberg *et al.*, 2000 (27).

**Table S2. QstR dependent peaks identified in the ChIP-seq experiment.**

\* Chromosome I (accession number NC\_002505), chromosome II (accession number NC\_002506); (27).

# Translational start site as predicted by Heidelberg *et al.*, 2000 (27).

**Table S3. Homer *de novo* motif analysis of the QstR-dependent ChIP-seq peak sequences.**

\* Possible false positive.

# Total target sequences = 52, Total Background Sequences = 34083.

<sup>a</sup> Translational start site as predicted by Heidelberg *et al.*, 2000 (27).

<sup>b</sup> Genes regulated in a QstR-dependent manner are shown in bold.

**Table S4. Genes identified in the transposon mutagenesis screens**

**1 (> 20 000 colonies screened)**

**2 (> 60 000 colonies screened)**

VC locus tag numbers according to Heidelberg *et al.*, 2000 (27).

**Table S5. Proteins bound to the *comEA* probe in the DNA affinity pull down experiment**

VC locus tag numbers according to Heidelberg *et al.*, 2000 (27).

\* >4 total spectra for the *comEA* probe incubated with *TntfoX* strain lysate.

## Supplementary references

1. Chiang, S.L. and Rubin, E.J. (2002) Construction of a mariner-based transposon for epitope-tagging and genomic targeting. *Gene*, **296**, 179-185.
2. Lenz, D.H., Miller, M.B., Zhu, J., Kulkarni, R.V. and Bassler, B.L. (2005) CsrA and three redundant small RNAs regulate quorum sensing in *Vibrio cholerae*. *Mol Microbiol*, **58**, 1186-1202.
3. Yim, L., Martinez-Vicente, M., Villarroja, M., Aguado, C., Knecht, E. and Armengod, M.E. (2003) The GTPase activity and C-terminal cysteine of the *Escherichia coli* MnmE protein are essential for its tRNA modifying function. *J Biol Chem*, **278**, 28378-28387.
4. Yim, L., Moukadiri, I., Bjork, G.R. and Armengod, M.E. (2006) Further insights into the tRNA modification process controlled by proteins MnmE and GidA of *Escherichia coli*. *Nucleic Acids Res*, **34**, 5892-5905.
5. Nakayashiki, T. and Inokuchi, H. (1998) Novel temperature-sensitive mutants of *Escherichia coli* that are unable to grow in the absence of wild-type tRNA<sup>6Leu</sup>. *J Bacteriol*, **180**, 2931-2935.
6. Bregeon, D., Colot, V., Radman, M. and Taddei, F. (2001) Translational misreading: a tRNA modification counteracts a +2 ribosomal frameshift. *Genes Dev*, **15**, 2295-2306.
7. Wang, Q., Millet, Y.A., Chao, M.C., Sasabe, J., Davis, B.M. and Waldor, M.K. (2015) A Genome-Wide Screen Reveals that the *Vibrio cholerae* Phosphoenolpyruvate Phosphotransferase System Modulates Virulence Gene Expression. *Infect Immun*, **83**, 3381-3395.
8. Liu, Z., Miyashiro, T., Tsou, A., Hsiao, A., Goulian, M. and Zhu, J. (2008) Mucosal penetration primes *Vibrio cholerae* for host colonization by repressing quorum sensing. *Proc Natl Acad Sci U S A*, **105**, 9769-9774.
9. Klose, K.E. and Mekalanos, J.J. (1998) Differential regulation of multiple flagellins in *Vibrio cholerae*. *J Bacteriol*, **180**, 303-316.
10. Terashima, H., Fukuoka, H., Yakushi, T., Kojima, S. and Homma, M. (2006) The *Vibrio* motor proteins, MotX and MotY, are associated with the basal body of Na-driven flagella and required for stator formation. *Mol Microbiol*, **62**, 1170-1180.
11. Yildiz, F.H. and Schoolnik, G.K. (1998) Role of rpoS in stress survival and virulence of *Vibrio cholerae*. *J Bacteriol*, **180**, 773-784.
12. Lo Scrudato, M. and Blokesch, M. (2012) The regulatory network of natural competence and transformation of *Vibrio cholerae*. *PLoS Genet*, **8**, e1002778.
13. Marvig, R.L. and Blokesch, M. (2010) Natural transformation of *Vibrio cholerae* as a tool--optimizing the procedure. *BMC Microbiol*, **10**, 155.
14. Lo Scrudato, M. and Blokesch, M. (2013) A transcriptional regulator linking quorum sensing and chitin induction to render *Vibrio cholerae* naturally transformable. *Nucleic Acids Res*, **41**, 3644-3658.
15. Lo Scrudato, M., Borgeaud, S. and Blokesch, M. (2014) Regulatory elements involved in the expression of competence genes in naturally transformable *Vibrio cholerae*. *BMC Microbiol*, **14**, 327.
16. Metzger, L.C., Stutzmann, S., Scignari, T., Van der Henst, C., Matthey, N. and Blokesch, M. (2016) Independent Regulation of Type VI Secretion in *Vibrio cholerae* by TfoX and TfoY. *Cell Rep*, **15**, 951-958.

17. Seitz, P. and Blokesch, M. (2013) DNA-uptake machinery of naturally competent *Vibrio cholerae*. *Proc Natl Acad Sci U S A*, **110**, 17987-17992.
18. Suckow, G., Seitz, P. and Blokesch, M. (2011) Quorum sensing contributes to natural transformation of *Vibrio cholerae* in a species-specific manner. *J Bacteriol*, **193**, 4914-4924.
19. Meibom, K.L., Blokesch, M., Dolganov, N.A., Wu, C.Y. and Schoolnik, G.K. (2005) Chitin induces natural competence in *Vibrio cholerae*. *Science*, **310**, 1824-1827.
20. Borgeaud, S., Metzger, L.C., Scignari, T. and Blokesch, M. (2015) The type VI secretion system of *Vibrio cholerae* fosters horizontal gene transfer. *Science*, **347**, 63-67.
21. Simon, R., Priefer, U. and Pühler, A. (1983) A Broad Host Range Mobilization System for In Vivo Genetic Engineering: Transposon Mutagenesis in Gram Negative Bacteria. *Bio/Technology*, **1**.
22. Ferrieres, L., Hemery, G., Nham, T., Guerout, A.M., Mazel, D., Beloin, C. and Ghigo, J.M. (2010) Silent mischief: bacteriophage Mu insertions contaminate products of *Escherichia coli* random mutagenesis performed using suicidal transposon delivery plasmids mobilized by broad-host-range RP4 conjugative machinery. *J Bacteriol*, **192**, 6418-6427.
23. De Souza Silva, O. and Blokesch, M. (2010) Genetic manipulation of *Vibrio cholerae* by combining natural transformation with FLP recombination. *Plasmid*, **64**, 186-195.
24. Van der Henst, C., Clerc, S., Stutzmann, S., Stoudmann, C., Scignari, T., Maclachlan, C., Knott, G. and Blokesch, M. (2017) Molecular insights into *Vibrio cholerae*'s intra-amoebal host-pathogen interactions. *bioRxiv*.
25. Bao, Y., Lies, D.P., Fu, H. and Roberts, G.P. (1991) An improved Tn7-based system for the single-copy insertion of cloned genes into chromosomes of gram-negative bacteria. *Gene*, **109**, 167-168.
26. Nielsen, A.T., Dolganov, N.A., Otto, G., Miller, M.C., Wu, C.Y. and Schoolnik, G.K. (2006) RpoS controls the *Vibrio cholerae* mucosal escape response. *PLoS Pathog*, **2**, e109.
27. Heidelberg, J.F., Eisen, J.A., Nelson, W.C., Clayton, R.A., Gwinn, M.L., Dodson, R.J., Haft, D.H., Hickey, E.K., Peterson, J.D., Umayam, L. *et al.* (2000) DNA sequence of both chromosomes of the cholera pathogen *Vibrio cholerae*. *Nature*, **406**, 477-483.
28. Blokesch, M. (2012) Chitin colonization, chitin degradation and chitin-induced natural competence of *Vibrio cholerae* are subject to catabolite repression. *Environ Microbiol*, **14**, 1898-1912.
29. Antonova, E.S., Bernardy, E.E. and Hammer, B.K. (2012) Natural competence in *Vibrio cholerae* is controlled by a nucleoside scavenging response that requires CytR-dependent anti-activation. *Mol Microbiol*, **86**, 1215-1231.

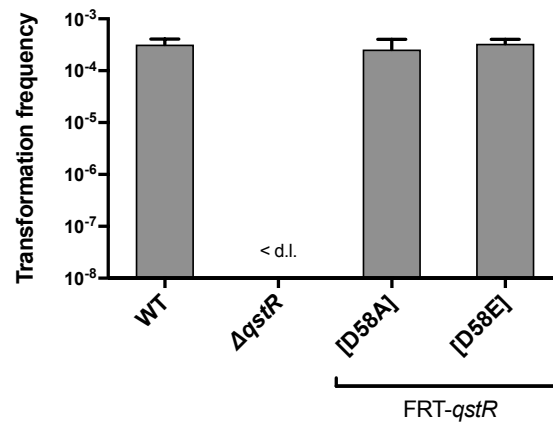

**Figure S1. Mutations in the putative phosphorylation site of QstR do not affect its functionality.**

Transformation frequencies of strains with wild-type QstR and two QstR variants with substitutions in the putative phosphorylation site encoded in the native locus of the chromosome. All strains carry an inducible copy of *tfoX* (*TntfoX*) and were grown with 0.02% arabinose. Strains marked as FRT-*qstR* contain an FRT scar upstream of the *qstR* gene that does not affect transformation (see Fig. 1). The values are averages of three independent experiments with error bars representing the SD. < d.l., below detection limit.

**A**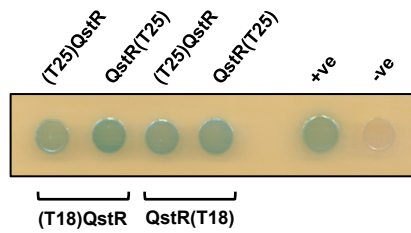**B**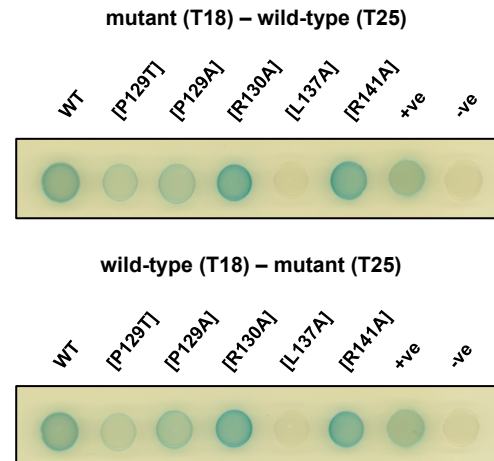

**Figure S2. QstR-QstR interactions in the bacterial two-hybrid system (BACTH).** **(A)** QstR self-interaction. Wild-type QstR was fused to either N- or C-terminus of T18 and T25 adenylate cyclase fragments and QstR interactions were examined in all four combinations. **(B)** Interactions between wild-type QstR and the indicated QstR variant. For panels A and B 5  $\mu$ l of overnight culture carrying the BACTH plasmids was spotted on plates containing appropriate antibiotics, IPTG and X-gal. Plates were scanned after 24 h incubation at 30°C. The strains carrying pKT25-zip/pUT18C-zip and pUT18/pKNT25qstR served as positive (+ve) and negative (-ve) controls, respectively.

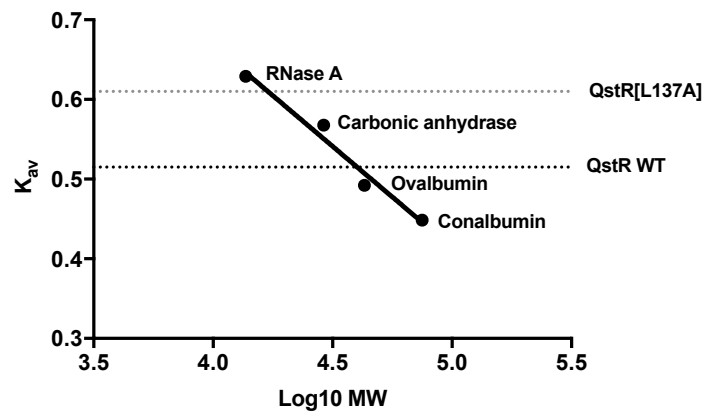

**Figure S3. Purified QstR and QstR[L137A] molecular weight determination by analytical size exclusion chromatography (SEC).** The standard curve was obtained by applying a set of known protein standards to a Superdex 200 10/300 GL gel filtration column (GE Healthcare) and plotting the partition coefficients ( $K_{av}$ ) against the Log10 of their molecular weight (MW). The apparent molecular weight of QstR WT was 40.2 kDa and of QstR[L137A] was 17.3 kDa (theoretical values: 24.7 kDa for monomer, 49.4 kDa for dimer).

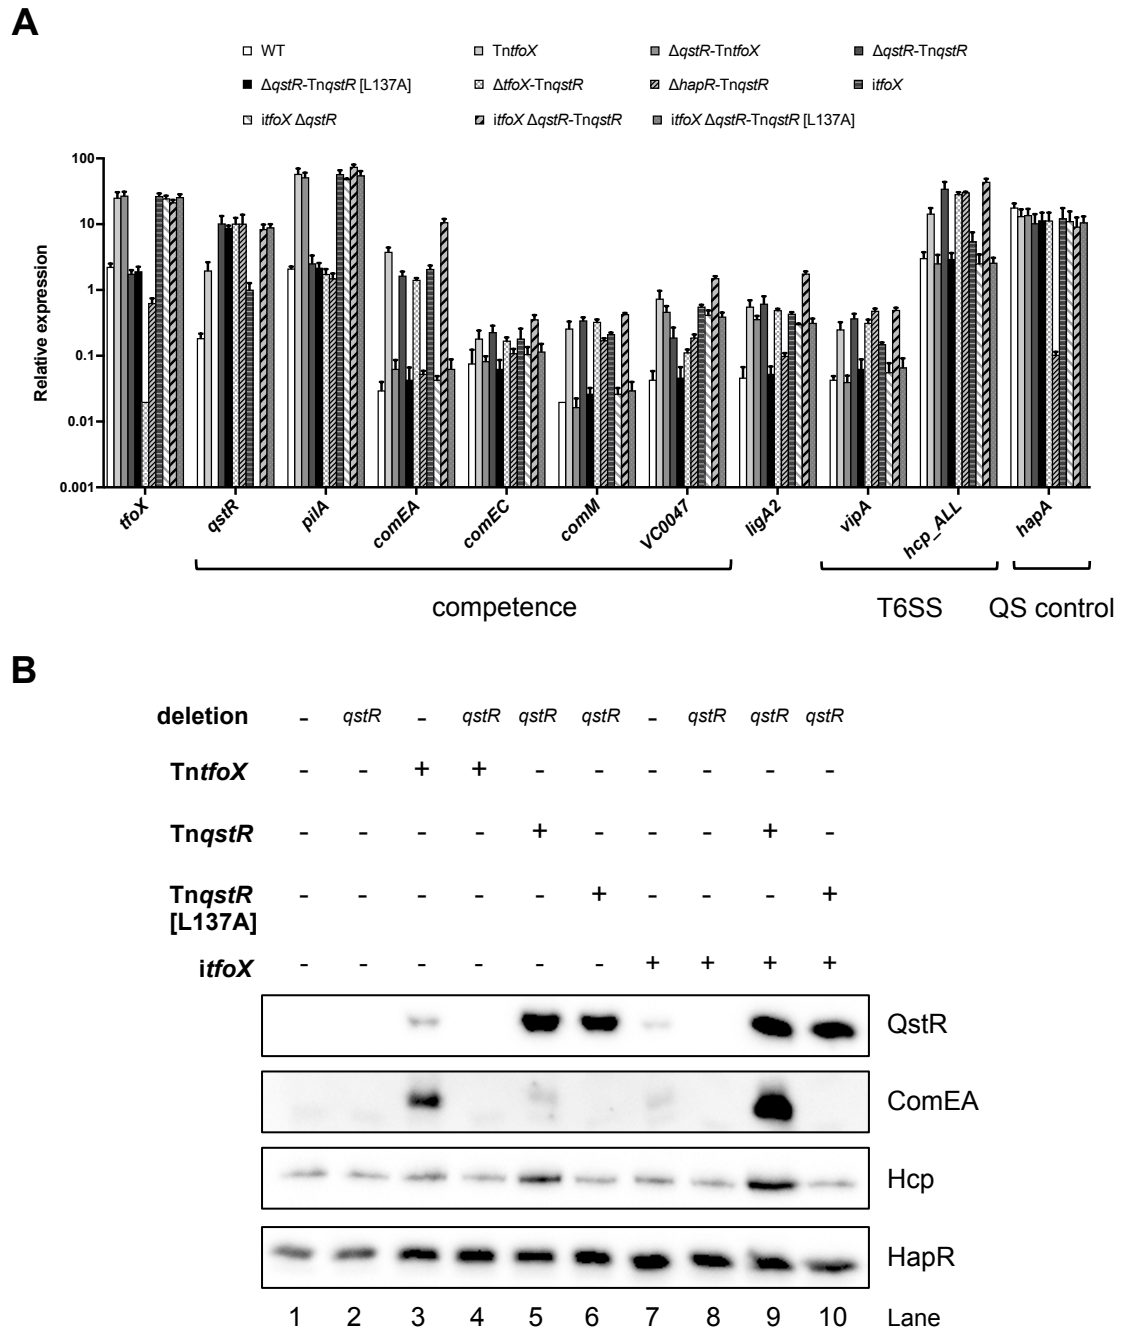

**Figure S4. QstR is sufficient to induce expression of T6SS genes and a subset of competence genes. (A)** The graph demonstrates expression of two representative T6SS genes (*vipA* and *hcp*) and several competence genes when TfoX, QstR or both regulators are produced. To allow co-expression of *qstR* and *tfoX*, an arabinose-inducible copy of *tfoX* at a neutral chromosomal locus (*itfoX*) was used. Expression of *hapA* is shown as a proxy for HapR activity. The expression levels were determined by RT-qPCR and are shown as ratio to *gyrA*. The values are averages of three independent experiments with error bars representing the SD. **(B)** Protein levels of QstR, ComEA, Hcp and HapR when TfoX, QstR and TfoX together with QstR are produced. For both panels expression of *tfoX* and *qstR* from the transposon (Tn) and *tfoX* from *itfoX* was induced by 0.02% arabinose.

## A Chromosome I

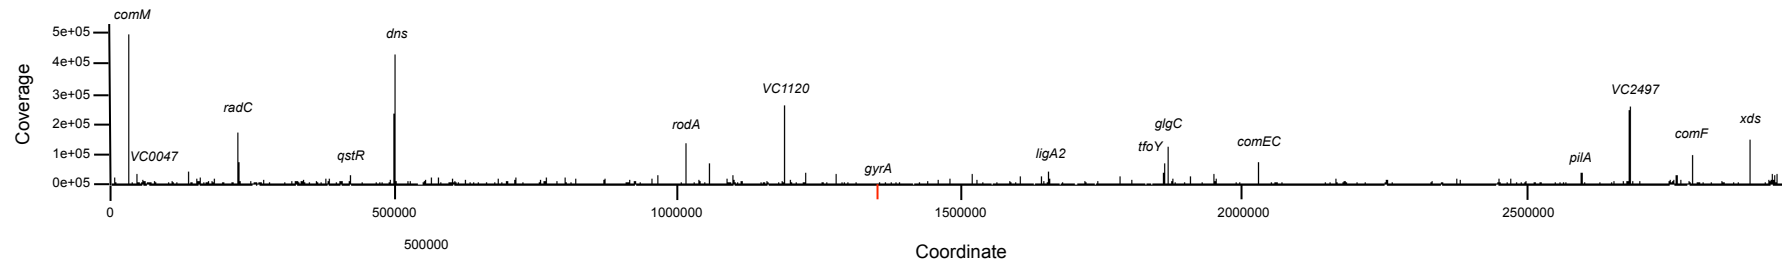

## B Chromosome II

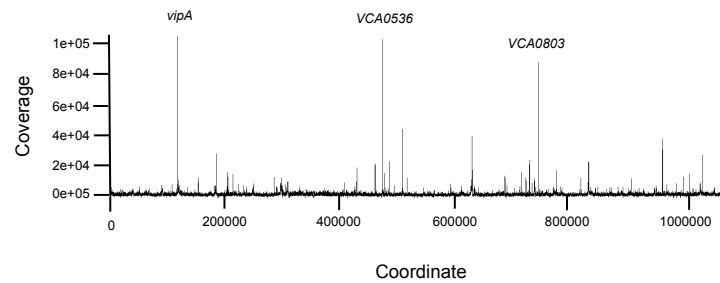

**Figure S5. ChIP-seq coverage.** Sequencing coverage of DNA reads obtained by chromatin immunoprecipitation with anti-QstR antibody of A1552 *TntfoX* lysate. The reads were mapped to the reference sequence of *V. cholerae* O1 El Tor strain N16961 chromosome I (accession number NC\_002505 (27), panel **A**) and chromosome II (accession number NC\_002506, panel **B**). The annotated peaks were validated by ChIP-qPCR. The approximate position of *gyrA* (*VC1258*), which was used in ChIP-qPCR experiment as background control, is indicated by the red line.

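In the peak lists, 40 wild-type peaks lie on chromosome I and 12 on chromosome II, against 28 and 9 peaks for Δ*qstR*-Tn*tfoX*. The gene *gyrA* (VC1258) was named at no peak of either strain. By gene number, the closest wild-type peak was annotated at *VC1204*, 54 gene numbers before *gyrA*, at 1279235 to 1279335 and with a score of 2744. The closest peak of Δ*qstR*-Tn*tfoX* had *VC1153* as nearest start, 105 gene numbers before *gyrA*, and a score of 1553.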

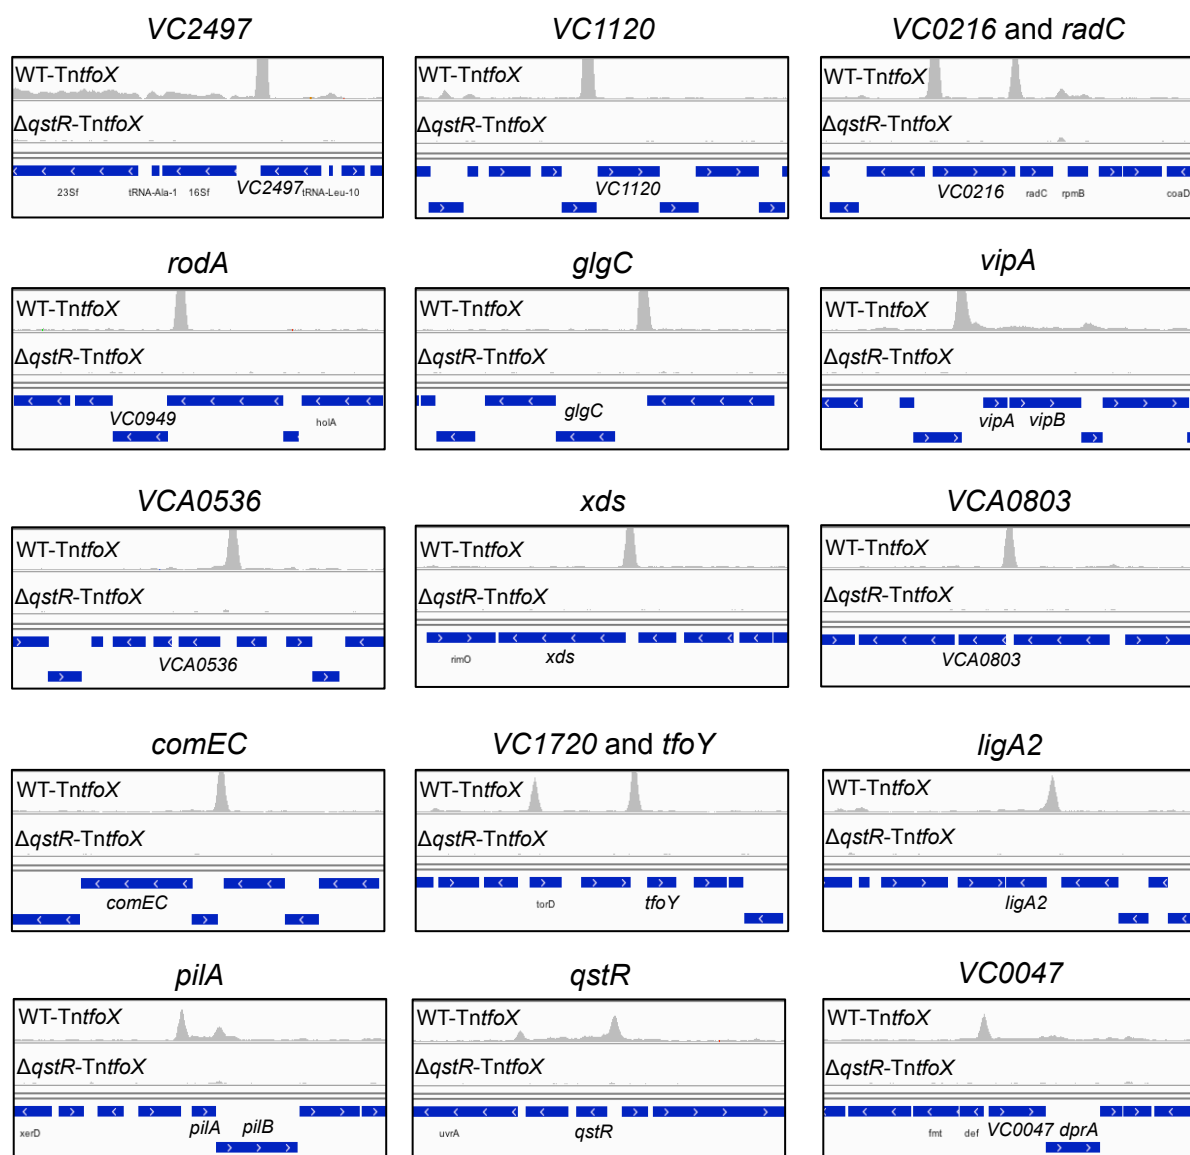

**Figure S6. ChIP-seq peaks.** Zoomed in coverage of DNA reads for DNA obtained by chromatin immunoprecipitation with anti-QstR antibody coupled with sequencing (ChIP-seq) for A1552-TntfoX (WT) and A1552 $\Delta qstR$ -TntfoX strains. The reads were mapped to the reference sequence of *V. cholerae* O1 El Tor strain N16961 (accession number NC\_002505 and NC\_002506 for chromosome I and II, respectively (27)). The panels show QstR dependent enrichment of DNA fragments for the 15 top peaks identified by ChIP-seq analysis (peaks for *comM*, *dns* and *comF* shown in Fig. 6) and the peaks upstream of *ligA2*, *pilA*, *qstR*, and *VC0047*. The scale of the y-axis is set to the same level for all panels (0-50,000).

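The 15 QstR-dependent peaks with the highest scores ranged from 6095 (*radC*) to 43462.2 (*comM*). Together they held 73.7% of the summed score of the 51 QstR-dependent peaks. Of the 15 peaks, 12 lay on chromosome I and 3 on chromosome II, and 14 were centred between 1000 bp upstream and 100 bp downstream of the nearest start. The exception was the peak with rank 3, at 2681903 to 2682003 on chromosome I with a score of 21432. It was centred 1220 bp downstream of the start of *VC2497*, and HOMER annotated it as the end of this gene. The peak with rank 4, at 1188140 to 1188240, scored 20644 and lay 201 bp upstream of *VC1120*, which is annotated as a hypothetical protein. Further peaks of this group lay 259 bp upstream of *rodA* (VC0949, score 11461), 602 bp upstream of *VC1727* (score 10664), 245 bp upstream of *VCA0536* (score 8362), 79 bp upstream of *xds* (VC2621, score 7839) and 56 bp upstream of *vesA* (VCA0803, score 6859). The peaks of *ligA2*, *pilA*, *qstR* and *VC0047* ranked 17, 20, 24 and 27.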

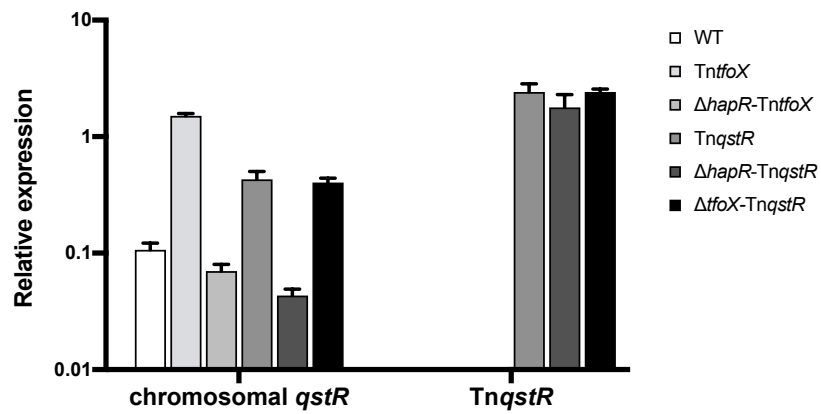

**Figure S7. QstR is auto-regulated in a HapR-dependent manner.** The graph shows expression of chromosomal *qstR* (primers annealing downstream of the native *qstR* gene) and *qstR* produced from the transposon (primers specific for amplification of the 5' end of the mRNA of *qstR* expressed from the  $P_{BAD}$  promoter) relative to *gyrA*. The data were obtained by RT-qPCR of strain A1552 (WT) and derivatives carrying either *TntfoX* or *TnqstR*. All strains were grown with 0.02% arabinose to induce either *tfoX* or *qstR*. The values are averages of three independent experiments with error bars representing the SD.

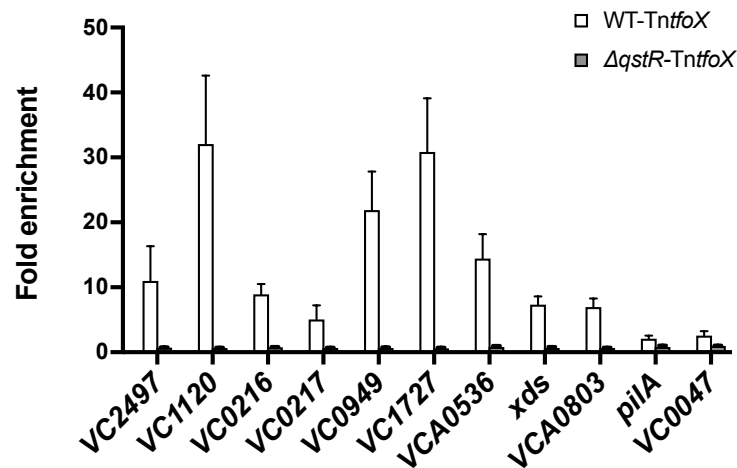

**Figure S8. ChIP-seq peaks validation by qPCR.** QstR-dependent enrichment of DNA fragments upstream of genes expression of which did not appear QstR-dependent in the RNA-seq data (Supplementary file 1) determined by qPCR using ChIP DNA. The fold enrichment was determined by dividing 'Input %' of the target by 'Input %' of the background (fragment upstream of *gyrA*). The values are averages of three independent experiments with error bars representing the SD.

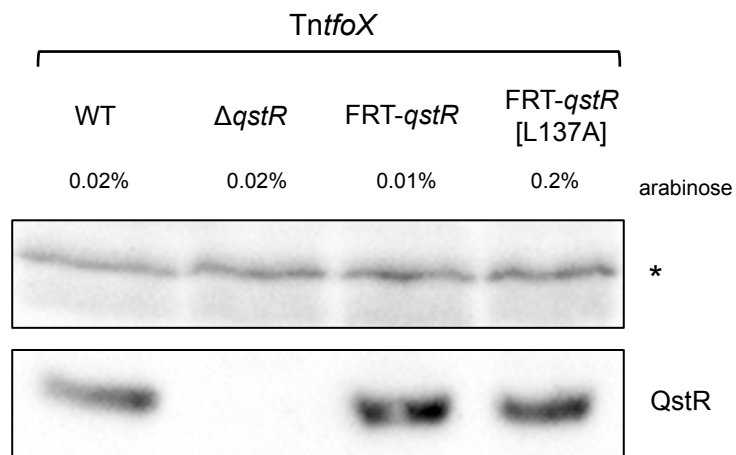

**Figure S9. Similar protein levels of QstR and QstR[L137A] in lysates of FRT-*qstR* and FRT-*qstR*[L137A] strains used for ChIP-qPCR experiment.** The cultures for ChIP-qPCR experiment were grown with the indicated concentration of inducer to ensure comparable levels of QstR. QstR was visualized through Western blotting analysis with anti-QstR antibodies. The higher molecular weight cross-reaction band served as a loading control (\*).

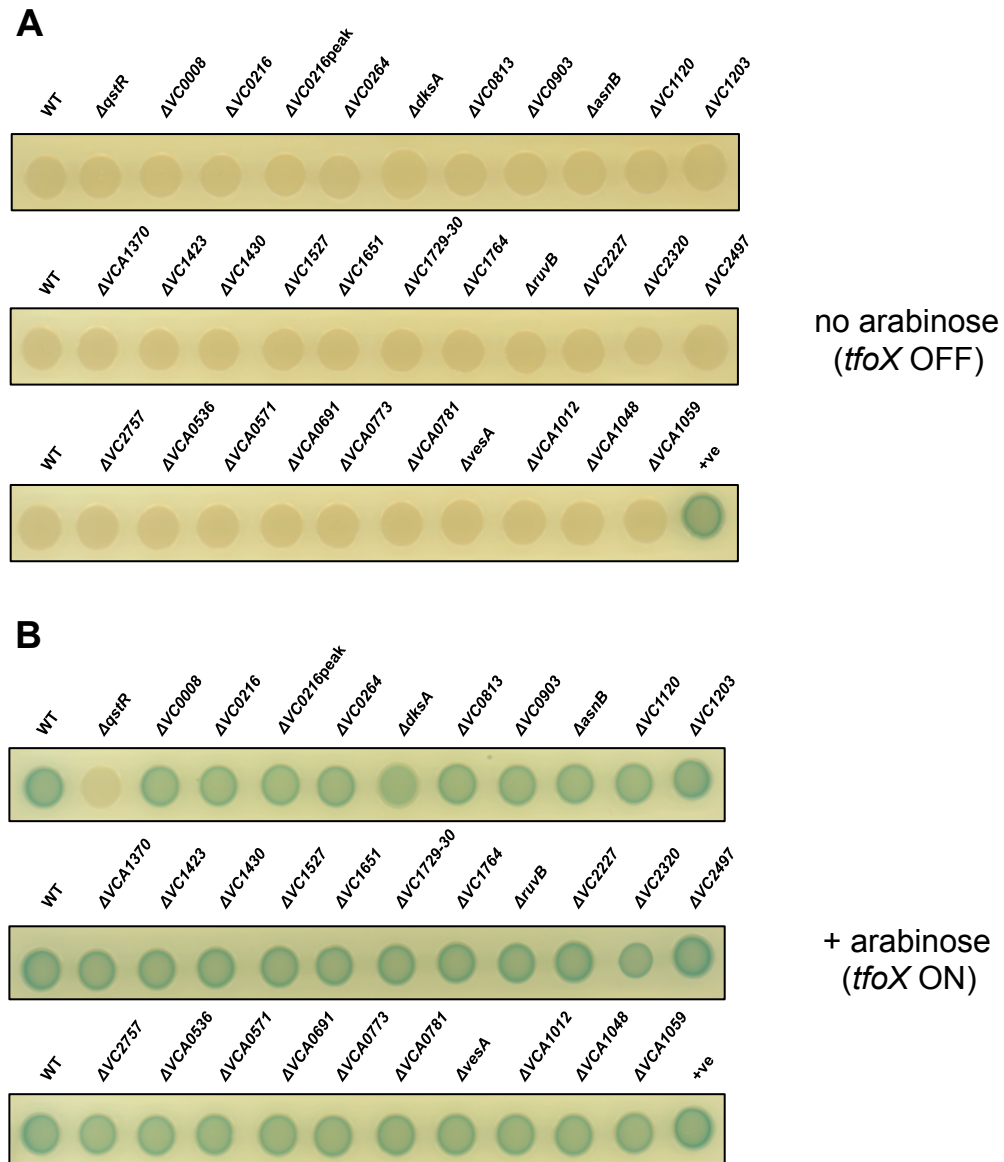

**Figure S10. Deletion of genes adjacent to ChIP-seq peaks does not affect *comEA* expression.**

The genes potentially affected by QstR binding were deleted in the *comEA-lacZ* reporter strain (A1552 $\Delta lacZ-comEA-lacZ::FRT-TntfoX$ ). The overnight culture of each strain was diluted 10-fold and 5  $\mu$ l was spotted on LB X-gal plates without **(A)** and with **(B)** 0.02% arabinose to induce *tfoX* expression. Plates were scanned after 24 h incubation at 37°C. The strain constitutively producing LacZ due to an insertion of the *mariner* transposon upstream of the *lacZ* gene was used as positive control (+ve).

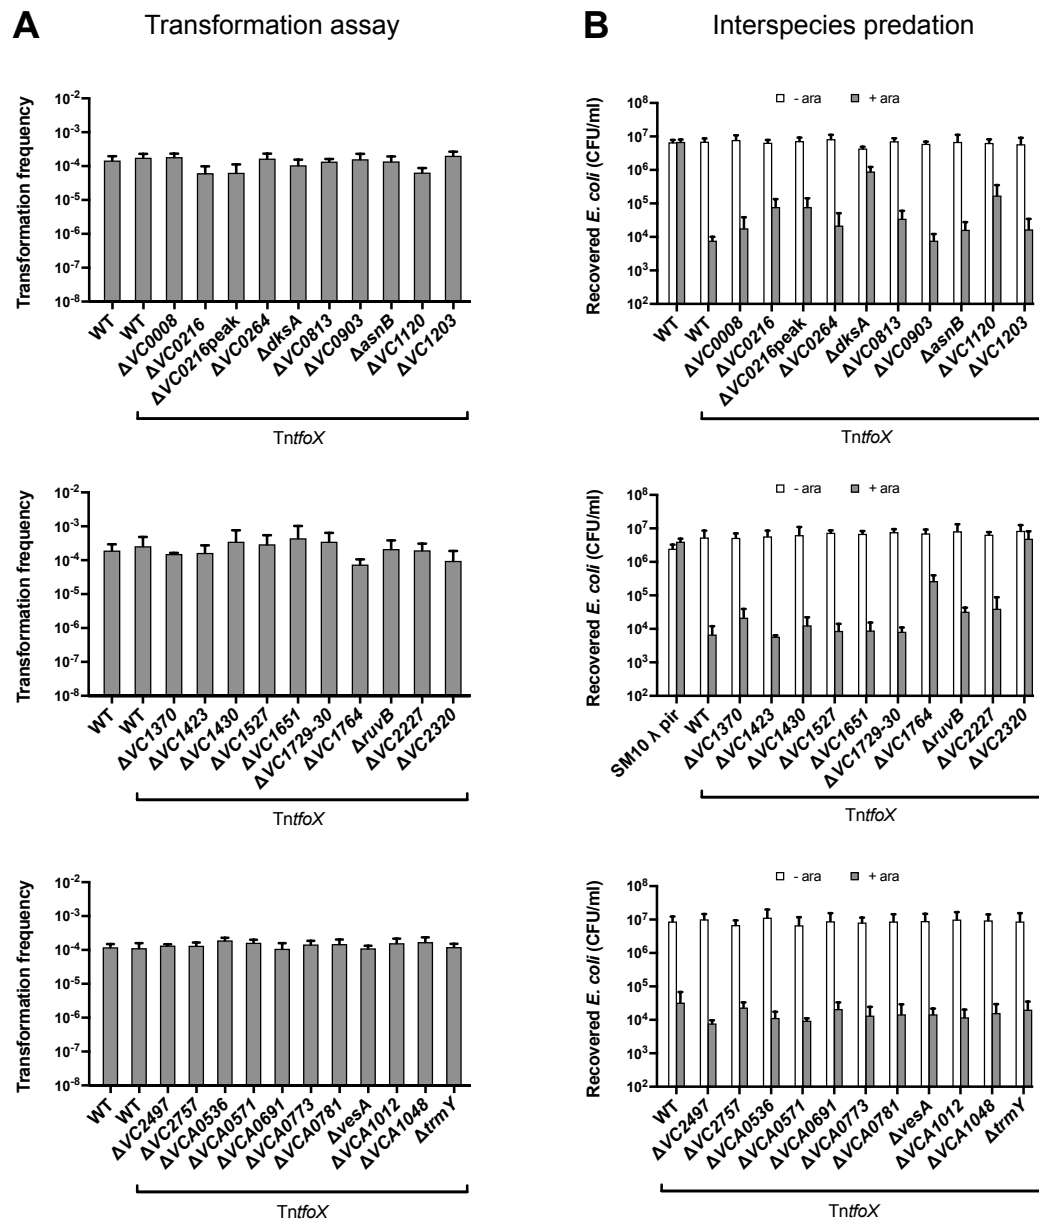

**Figure S11. Deletion of genes adjacent to ChIP-seq peaks does not affect QstR dependent phenotypes.** The genes potentially affected by QstR binding were deleted in the A1552-*TntfoX* strain and tested for transformation **(A)** and T6SS-mediated killing of an *E. coli* prey **(B)**. (A) Transformation frequencies of the mutant strains were assessed in the chitin-dependent transformation assay. (B) *V. cholerae* strains were co-cultured with *E. coli* on LB agar plates without (- ara) or with 0.2% arabinose (+ ara). The survival of the recovered prey is represented as the number of colony forming units (CFU) per milliliter. For panels A and B the values are averages of three independent experiments with error bars representing the SD.

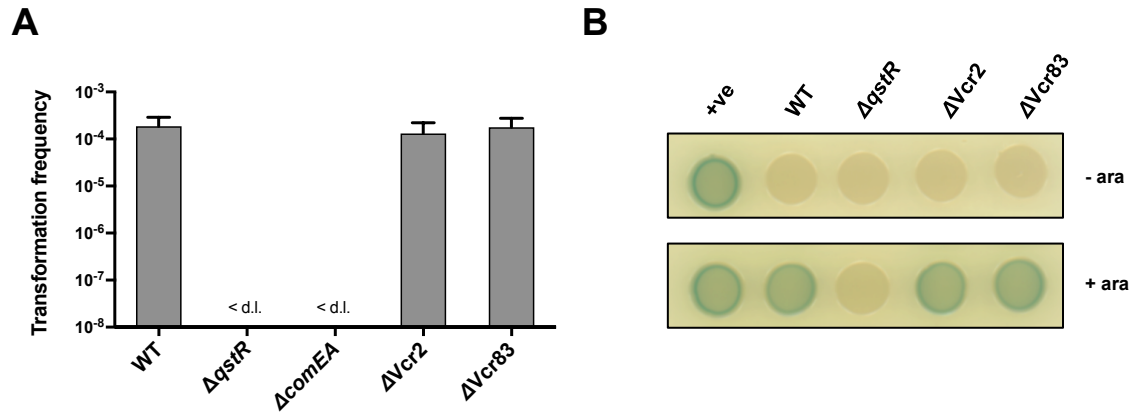

**Figure S12. Deletion of two small RNAs adjacent to the QstR-dependent ChIP-seq peaks does not affect transformation or *comEA* expression.** **(A)** Transformation frequencies of strains deleted for *Vcr2* or *Vcr83* assessed in a chitin-dependent transformation assay. The values are averages of three independent experiments ( $\pm$ SD). < d.l., below detection limit. **(B)** Strains deleted for *Vcr2* or *Vcr83* and carrying the *comEA-lacZ* reporter construct were spotted on LB X-gal plates without (- ara) or with 0.02% arabinose (+ ara). The plates were scanned after 24 h incubation at 37°C. The strain constitutively producing LacZ due to an insertion of the *mariner* transposon upstream of *lacZ* served as positive control (+ve).

**A**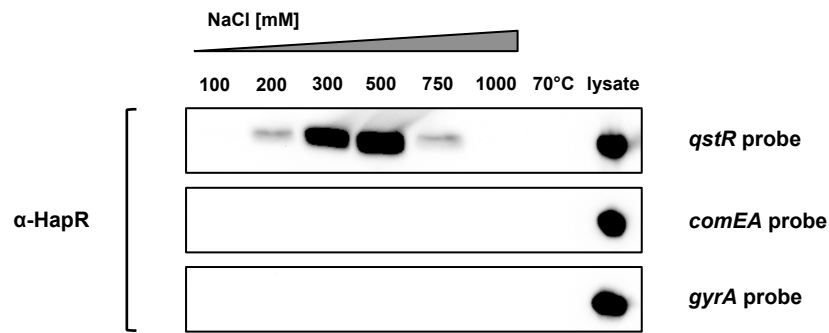**B**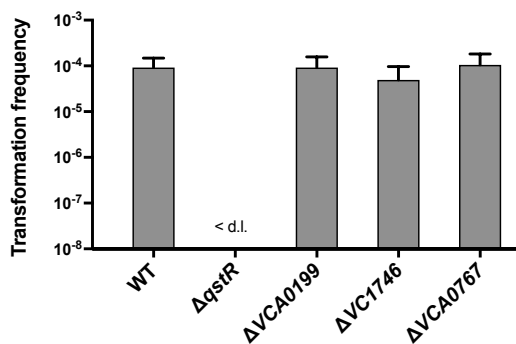**C**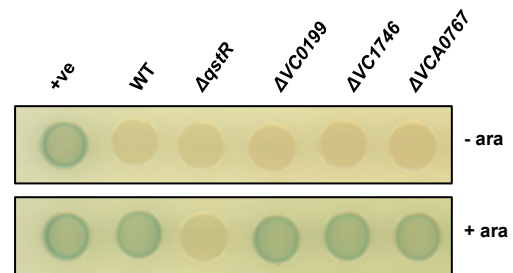

**Figure S13. Deletion of genes encoding proteins identified at the *comEA* promoter in the DNA affinity pull-down assay does not affect transformation or *comEA* expression. (A)** Western blot showing detectable HapR in the elution fractions of the *qstR* probe but not the *comEA* and *gyrA* probes. The diluted lysate of strain A1552-TntfoX used for incubation with the probes in the DNA affinity pull down assay was used as control. **(B)** Transformation frequencies of strains deleted for the indicated gene and assessed in a chitin-dependent transformation assay. The values are averages of three independent experiments ( $\pm$ SD). < d.l., below detection limit. **(C)** Strains deleted for the indicated genes and carrying the *comEA-lacZ* reporter construct were spotted on LB X-gal plates without (- ara) or with 0.02% arabinose (+ ara). The plates were scanned after 24 h incubation at 37°C. The strain constitutively producing LacZ due to an insertion of the *mariner* transposon upstream of *lacZ* served as positive control (+ve).

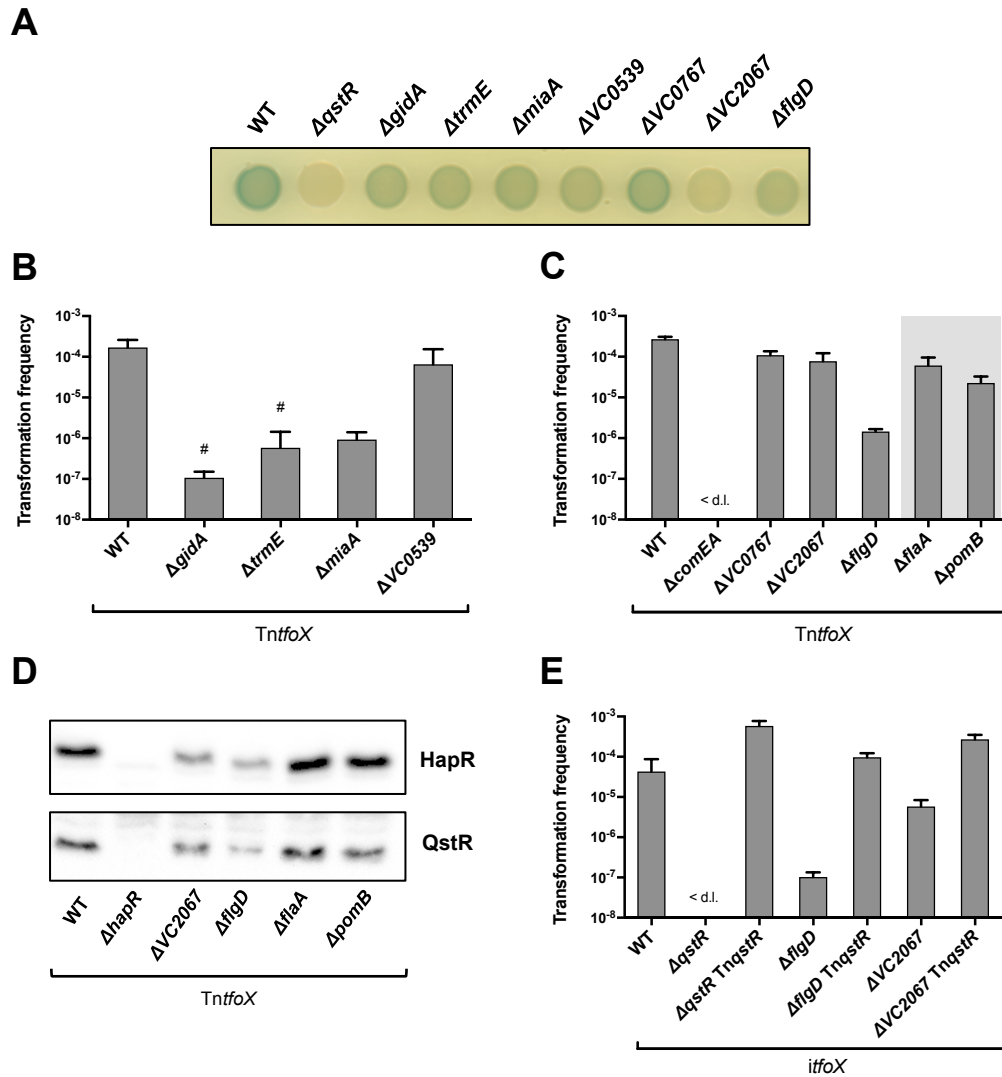

**Figure S14. Effect of deletion of genes identified in the transposon mutagenesis screen on *comEA* expression and transformation.** (A) Overnight cultures of strains with the indicated gene deleted in the *comEA-lacZ* reporter strain were spotted on LB X-gal plates with 0.02% arabinose. The plates were scanned after 24 h incubation at 37°C. (B) and (C) Transformation frequencies of strains carrying the deletion of genes identified in the first (B) and second (C) screen assessed in a chitin-independent transformation assay. All strains carried arabinose inducible *tfoX* and were grown with inducer (0.02% arabinose). Transformation of strains deleted for known motility genes (*flaA* and *pomB*) are highlighted by the shaded box. (D) Reduced HapR and QstR protein levels in  $\Delta VC2067$  and  $\Delta flgD$  strains compared to the wild-type,  $\Delta flaA$  and  $\Delta pomB$  strains. All strains carried *TntfoX* and were grown in culture medium supplemented with 0.02% arabinose. (E) Transformation defect of the *flgD*-minus strain is restored when inducible QstR is co-produced with TfoX. All strains carried an inducible copy of *tfoX* (*itfoX*) and were grown with 0.02% arabinose. For panels B, C and E values shown are averages of three independent experiments with error bars representing the SD. < d.l., below the detection limit; #, transformation frequency below the detection limit in one ( $\Delta trmE$ ) or two ( $\Delta gidA$ ) out of three experiments; the detection limit was therefore used to calculate the average.

How the deposited data were processed for this re-analysis (not part of the article)

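ChIP-seq with an antibody against QstR was carried out on 2 replicates each of WT-Tn*tfoX* and Δ*qstR*-Tn*tfoX*, 4 samples in all. The strains were grown in cultures of 100 ml with 0.02% arabinose. Only this experiment of the paper was analysed here. Expression values quoted beside it are the paper's own, from its supplementary files. The samples were assigned to strains by their labels and by the methods of the paper.

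The authors sequenced the DNA as pairs of 75 bp reads on a NextSeq 500 and mapped the reads with bowtie2 2.2.6 to chromosomes I and II of N16961. With HOMER 4.6, peaks were called, assigned to the nearest annotated start and searched for motifs. The authors deposited 1 annotated peak list for each strain, in which both replicates are pooled. The peak score in the deposited lists is that of HOMER, and its scaling to library size, the settings of the peak calling, the control and the filters are not stated in the paper's text. The focus ratio and the GC content are given by the authors as a fraction between 0 and 1. The GC content was multiplied to a percentage here. The meaning of the focus ratio, the share of reads placed as for a single bound site, was taken from general knowledge of HOMER. All coordinates are those of the deposited lists. The numbering of the peaks has gaps. On chromosome I, numbers ran to 154 in the wild-type list with 114 skipped, and to 3677 in the Δ*qstR*-Tn*tfoX* list with 3649 skipped.

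No read counts were used, so the depth per sample is unknown and no confidence interval could be given for a score. Pooling also removed the spread between replicates. Comparisons therefore describe these 2 lists. Whether a score differs between the strains was not tested, and the tests in the closing section that set properties of the peaks of 1 list against those of the other compare the lists, not the conditions.

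A wild-type peak was called QstR-dependent when no Δ*qstR*-Tn*tfoX* peak overlapped it by at least 1 bp. A peak was in a promoter window when its centre lay from 1000 bp upstream to 100 bp downstream of the nearest start. A gene was counted as bound when a QstR-dependent peak lay in this window of its start or was annotated by HOMER as lying in its promoter. The annotation was used with this window only, so that *comF*, whose start is not the nearest, dropped out with narrower windows. Scores next to regulated genes were compared with 10000 random sets of QstR-dependent peaks. Motif sites were taken from the lists and matched to Table S3 by the peaks that hold them. The median score of a group of peaks was compared with 10000 random sets of the same size. Focus ratios and GC contents of 2 groups were compared by 10000 random relabelings. The spacing of peaks was compared with 10000 random placements between the outermost peaks of a chromosome. Shares were compared by Fisher's exact test (two-sided). Positions of motif sites were tested by Monte Carlo tests (one-sided), with 100000 draws of uniform random positions within the peak and Benjamini-Hochberg adjustment. Correlations across genes were tested by exact permutation. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. The calculations were tested on simulated peak lists with known answers, and all 15 checks were passed.

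The main genes named in the text were chosen by a rule. They are the genes that the paper names in its ChIP-seq sections and in Figure 4, the nearest genes of the 15 QstR-dependent peaks with the highest score, the 3 highest peaks of Δ*qstR*-Tn*tfoX*, and the wild-type peaks that overlap a Δ*qstR*-Tn*tfoX* peak. The closing section names further genes at peaks that were examined there. Alternatives concerned the overlap that counts as shared, the minimum score, the promoter window, the set of peaks and the set of regulated genes. No reference genome was used here. The comparison of GC content with random windows, the search for words shared between peaks, the random placement of peaks relative to annotated starts and the distance of *comEA* to the nearest peak in bp were therefore left out.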

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

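All tests in this part were chosen after the results were seen.

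The paper does not report the peaks found in Δ*qstR*-Tn*tfoX*. Of its 37 peaks, 36 had no overlapping peak in the wild-type list, and 30 of the 37 scored at or above the lowest wild-type score of 863.9. The highest, with a score of 2512, lay at 134885 to 134985 on chromosome I, 99 bp inside *VC0143*, and HOMER placed it in the promoter of *VC0142a*. The next were at 1097865 to 1097965 on chromosome I (nearest start *VC1033*, score 1920) and at 1031436 to 1031536 on chromosome II (193 bp upstream of *VCA1078*, a LuxR family regulator, score 1916). Others lay inside *VC1153*, the gene of *tfoX* (score 1553), and 387 bp upstream of *VC0534*, annotated as the sigma-38 factor of RNA polymerase (score 1491). QstR is absent from this strain, so that these peaks cannot come from QstR. A candidate explanation is background enrichment that is less focused than binding at a single site. Among peaks with scores found in both lists, the median focus ratio was 0.661 for 30 peaks of Δ*qstR*-Tn*tfoX* and 0.709 for 22 QstR-dependent peaks. A difference as large was reached by 1 of 10000 random relabelings (share 0.0001). Each strain has 1 pooled list, and a shift shared by all peaks of a list would give the same result. The relabelings therefore cannot decide whether background enrichment is the source. Base composition was not ruled out as a source of the difference in focus ratio either. Over all 36 and 51 peaks, the median GC content was 42.1% against 43.6% (share of relabelings 0.44). Within the range of scores found in both lists, it was 41.1% for Δ*qstR*-Tn*tfoX* against 46.5% (share of relabelings 0.011). Peaks were not matched by score within this range. Among the peaks with lower GC content, the median focus ratio was 0.673 for 21 peaks of Δ*qstR*-Tn*tfoX* and 0.689 for 7 QstR-dependent peaks, a difference of 0.016 that relabelings often reached (share 0.53). Among those with higher GC content, it was 0.651 for 9 peaks and 0.711 for 15 peaks (share of relabelings 0.00030). Genes changed by TfoX in Supplementary file 1 were named at 6 of the 36 peaks and at 11 of the 51 QstR-dependent peaks (Fisher's exact test, two-sided, p = 0.78). The QstR-dependent peaks include those of genes that TfoX changes, so that an excess at the Δ*qstR*-Tn*tfoX* peaks over the genome would not show in this comparison and was not ruled out. It remains open why these places are missing from the wild-type list. The numbering of the wild-type peaks skips 133 numbers, and peaks left out of the list might have lain at the same places, which cannot be told apart from a true absence because their positions are not given. The deletion of *qstR* is the only condition in the design, and a biological effect of the deletion on these places was not tested.

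A peak that the paper does not discuss in its text lay at 870392 to 870492 on chromosome I, 51 bp upstream of *VC0813*, with a score of 1550 (rank 40). Table S2 assigns it to *VC0813*, while HOMER placed it in the promoter of *VC0812*. The lists give no coordinates for *VC0812*. *VC0813* ends at the lower coordinate, 869813, so that by the order of the gene numbers *VC0813* itself separates *VC0812* from the peak. The peak was QstR-dependent by overlap, although its score was within the range found in Δ*qstR*-Tn*tfoX*. *VC0812* is among the genes that the paper lists as repressed by QstR. From the paper's values, its expression was 1521 ± 120 (SD, n = 3 experiments) in the strain with the empty transposon and 672.4 ± 155 (SD, n = 3) on induction of *qstR*, a fold change of 0.442. A coincidence of a peak and a listed gene may explain the match. Genes of Supplementary file 2 were named at 9 of the 51 QstR-dependent peaks, against 2 of 36 peaks found only in Δ*qstR*-Tn*tfoX* (Fisher's exact test, two-sided, p = 0.11). Without the 8 peaks of the genes of Figure 4 and *qstR*, the share was 1 of 43 (Fisher's exact test, two-sided, p = 0.59). All 8 peaks left out name a gene of Supplementary file 2 and none was left out for Δ*qstR*-Tn*tfoX*, so that this comparison cannot decide between coincidence and regulation. Direct repression of *VC0812* was not tested.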

How the results depend on the processing

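The alternatives given here were set before the data were examined, apart from 5 that were chosen after seeing the data: the annotation of HOMER in place of the distance to the nearest start, the nearest start only in place of either criterion, genes named in Table S2 also counted (for both sets of genes), and motif counts over QstR-dependent peaks. No paired analysis was possible because each strain has 1 peak list in which both replicates are pooled, and for the same reason leaving out a replicate was not possible.

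For the 3 counts (QstR-dependent peaks, peaks in a promoter window and regulated genes with a peak), 17 of the 18 alternatives that keep the 14 genes of Figure 4A and B stayed within 1.5 times the count reported. QstR-dependent peaks numbered from 36, at a minimum score of 2 times the lowest wild-type score, to 52, when a wild-type peak with at least 4 times the score of the overlapping peak was kept. Peaks in a promoter window numbered from 24 to 40, the latter with the annotation of HOMER. Regulated genes with a peak fell from 7 to 4 with the window from 300 bp upstream to 50 bp downstream. *comF* was lost because the annotation of HOMER was not used with that window, and *vipA* and *comEC* because their peaks lie 462 bp and 580 bp upstream. With the nearest start only, 6 genes were left, and with genes named in Table S2 also counted, there were 7. The set of genes mattered most for the share, which was 50.0% (7 of 14) for Figure 4A and B and 15.3% (9 of 59) for Supplementary file 2, or 10 of 59 with Table S2.

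The median score next to regulated genes was 8806, and 4 of its 6 alternatives left it unchanged. It was 20627 with the window from 300 bp upstream to 50 bp downstream and 6408 over all genes of Supplementary file 2, since both alternatives change which peaks are included. Its percentile among random sets stayed between 96.7 and 99.8. The mean GC content of the QstR-dependent peaks was 43.9%, and it was 40.5% over the 20 peaks with the highest scores; the cause was not tested. Leaving the shared peak out changed 1 of 10 motif counts, that of GAGCTACTTC, from 13 to 12.

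The alternatives that need a reference genome were not run. They are the GC content of a longer interval around the centre and against other random windows, all alternatives of the most shared word, and the distance of *comEA* to the nearest wild-type or Δ*qstR*-Tn*tfoX* peak. The random placement of peaks relative to starts was not run either. The count of QstR-dependent peaks also rests on the Δ*qstR*-Tn*tfoX* list as given, whose numbering skips 3649 numbers on chromosome I. No alternative tests this. Numbers 1 to 12 have no gap and listed scores mostly fall with the number, so that most skipped peaks would be weak if they follow this order. The depth behind the lists is unknown, which limits the low scores most, since 23 wild-type peaks do not exceed the highest score of Δ*qstR*-Tn*tfoX*. The control of the peak calling is unknown as well, and no alternative addresses whether it was Δ*qstR*-Tn*tfoX*.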

Differences from the paper's values

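No value stated by the paper differed from the value computed here by more than 1.5 times. The values compared were the number of peaks, the scores and distances of the 52 peaks of Table S2, the percentages of the 10 motifs of Table S3 and the 2 distances from *radC*. The scores and distances were read from the authors' own list, which holds the same peaks as Table S2. The motifs were matched to Table S3 by the peaks that hold them. Agreement in these values was therefore built in and is not an independent check. The paper counts 52 QstR-dependent peaks, and overlap with the Δ*qstR*-Tn*tfoX* list left 51. When a wild-type peak with at least 4 times the score of the overlapping peak was kept, an alternative set before the data were examined, the count was 52. The paper places the peak in *VC0216* 1783 bp upstream of *radC*, and the centre of that peak was 1782 bp from the start of *radC*.

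The paper states that peaks lie upstream of most of the genes that depend on QstR. Counted gene by gene, a peak was found for 7 of the 14 genes of Figure 4A and B. With *vipA* standing for the large T6SS cluster as in the paper, it was 7 of 13. A peak was also found for 9 of the 59 genes of Supplementary file 2. These 59 are a wider set than the paper's statement concerns. They include genes that it set aside because they did not appear to depend on QstR, such as *VCA0224* and *VC1187*. With the gene that Table S2 assigns to each peak also counted, an alternative chosen after seeing the values, the count was 10 of the 59 and again 7 of the 14. With a window from 300 bp upstream to 50 bp downstream, it was 4 of 14. The lists name at most the nearest gene and the annotated gene of each peak, so that these counts are lower bounds, and no alternative that was run removes this limit.

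Table S2 assigns the peak at 223428 to 223528 to a gene written *VC2016*, while the nearest start in the list was that of *VC0216*. For 7 peaks, this one included, Table S2 names a gene other than the one with the nearest start. Supplementary Figure S5 labels *comF* at a lower coordinate than *xds*, while the list places the peak of *xds* at 2793096 and that of *comF* at 2893822 on chromosome I.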

Other observations

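All tests in this part were chosen after the results were seen. The deletion of *qstR* is the only condition in the design, and biological explanations other than those named were not tested.

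Peaks in promoter windows scored higher than the others. The median score was 3215 for the 34 QstR-dependent peaks inside the window from 1000 bp upstream to 100 bp downstream of a start and 1892 for the 17 outside it. Of 10000 random sets of 34 peaks, a share of 0.015 had a median as high. The difference may be tied to base composition, because the peaks inside the window had a lower median GC content (42.1% against 46.5%). Among the peaks with lower GC content, the median score was 6095 for 21 peaks inside and 1481 for 5 outside. Among those with higher GC content, it was 1712 for 13 peaks inside and 2375 for 12 outside, a difference of -663. The position relative to the start and the base composition were thus not separable in this list.

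The motif that heads Table S3, GAGCTACTTC, was found mostly in peaks with low scores. The median score was 1826 for the 13 peaks with the motif and 2991 for the 39 without it, and 3 of the 13 were among the 26 peaks with the highest scores. Random sets of 13 peaks had a median as low in a share of 0.070, so that the difference may be due to chance. It was picked out among 10 motifs. Peaks with the motif were outside the promoter window in 7 of 13 cases, against 11 of 39 for the others (Fisher's exact test, two-sided, p = 0.11). The median GC content was 44.6% with the motif and 43.6% without it (share of relabelings 0.82), so that base composition did not set these peaks apart.

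If a motif of Table S3 marked the site that QstR binds, its sites might lie closer to the peak centre than sites placed at random. None of the 10 motifs did so after adjustment. The smallest adjusted p was 0.15 (permutation tests, one-sided, with Benjamini-Hochberg adjustment), for CTTTTTTCAA, with 7 sites at a mean distance of 13.4 bp (unadjusted p = 0.028), and for TTMTCCATCTTCAT, with 6 sites at 12.2 bp (unadjusted p = 0.029). For GAGCTACTTC, the mean distance of 14 sites was 19.9 bp (permutation test, adjusted p = 0.64). The small numbers of sites limit what this test can detect.

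Some wild-type peaks are close neighbours. On chromosome I, 4 peaks lie within 15.2 kb between 1858513 and 1873697, at *VC1720*, *tfoY* (VC1722), *VC1727* and *VC1737*. On chromosome II, 3 peaks lie within 14.4 kb between 716241 and 730680, and the last 2 of these form another group of 3 with the peak of *vesA* (VCA0803), within 22.2 kb. Random placement along the chromosome could give such groups, since as many peaks in a stretch of 30 kb were reached in a share of 0.22 of 10000 placements on chromosome I and 0.43 on chromosome II, or 0.43 for both after Benjamini-Hochberg adjustment. The Δ*qstR*-Tn*tfoX* list held 0 peaks in these stretches. An even spread of its peaks would place 0.44 there, so that enrichment that does not need QstR could not be ruled out.

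A higher occupancy could give a larger change in expression. Over the 8 genes of Supplementary file 2 with a QstR-dependent peak other than *qstR*, the log10 of the peak score and the size of the paper's log2 fold change on induction of *qstR* had Pearson's r = 0.39 (exact permutation test, two-sided, p = 0.34) and Spearman's rho = 0.43 (exact permutation test, two-sided, p = 0.30). This correlation is across genes, which are not independent replicates, and it was the 1 relation computed, so that adjustment leaves both values unchanged. Without *comM* and *VC0812*, the 2 genes farthest from the median of the log10 scores, r was -0.16. By the scores themselves, *dns* would be left out in place of *VC0812*, and r for that choice was not computed. A relation was not detected with so few genes.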
